# Runx/Cbfβ complexes protect group 2 innate lymphoid cells from exhausted-like hyporesponsiveness during allergic airway inflammation

**DOI:** 10.1038/s41467-019-08365-0

**Published:** 2019-01-25

**Authors:** Chizuko Miyamoto, Satoshi Kojo, Motoi Yamashita, Kazuyo Moro, Georges Lacaud, Katsuyuki Shiroguchi, Ichiro Taniuchi, Takashi Ebihara

## Abstract

Group 2 innate lymphoid cells (ILC2s) have tissue-resident competence and contribute to the pathogenesis of allergic diseases. However, the mechanisms regulating prolonged ILC2-mediated T_H_2 cytokine production under chronic inflammatory conditions are unclear. Here we show that, at homeostasis, Runx deficiency induces excessive ILC2 activation due to overly active GATA-3 functions. By contrast, during allergic inflammation, the absence of Runx impairs the ability of ILC2s to proliferate and produce effector T_H_2 cytokines and chemokines. Instead, functional deletion of Runx induces the expression of exhaustion markers, such as IL-10 and TIGIT, on ILC2s. Finally, these ‘exhausted-like’ ILC2s are unable to induce type 2 immune responses to repeated allergen exposures. Thus, Runx confers competence for sustained ILC2 activity at the mucosa, and contributes to allergic pathogenesis.

## Abstract (web summary)

Group 2 innate lymphoid cells (ILC2) are important mediators for allergy, but how ILC2 are regulated under chronic inflammation is still unclear. Here the authors show that Runx transcription factors, which normally suppresses ILC2 activation at steady state, help promote ILC2 activation and type 2 cytokine production in lung allergy mouse models.

## Introduction

Innate lymphoid cells (ILCs) are enriched in mucosal tissues, where they function as sentinel cells at the front line of host defense^1^. Although ILCs do not possess rearranged antigen-specific receptors, they exert a helper function similar to T_H_ cells by producing helper cytokines. ILCs are categorized into three main subsets: T_H_1-like ILC1s, T_H_2-like ILC2s, and T_H_17/T_H_22-like ILC3s^2–6^. Recently, another subset of ILCs named regulatory ILCs (ILCregs) has been reported to provide an immune suppressive function by producing IL-10 in the intestine^7^.

ILC2s are the main population producing IL-5, which recruits eosinophils into tissues under healthy conditions^8^. Upon allergic stimulation, ILC2s are activated by IL-25, IL-33, and TSLP from damaged epithelial cells, IL-2, IL-4, and IL-9 from other haematopoietic cells or from ILC2s themselves, neuropeptides, and lipid mediators^1,9–11^. Activated ILC2s contribute to deterioration of allergic diseases by producing high levels of IL-5 and IL-13, both of which enhance the T_H_2 induction and inflammation mediated by eosinophils. An ILC2 subset producing IL-10 (ILC2_10_s) in regions of chronic or severe allergic inflammation is associated with reduction of eosinophils in the lung by unknown mechanisms^12^.

Recurrent stimulation influences the biological properties of ILC2s, as well as T cells. After the effector phase, T cells can become long-lived memory T cells in the tissues or lymph nodes, where they are reactivated by the same antigen. A similar recall response was also observed in ILC2s pre-activated with IL-33 or allergens^13^. In contrast, T cells at sites of chronic inflammation become exhausted and lose their effector functions, including cytokine production and proliferation, in response to repeated stimulation^14^. PD-1, which is a T cell exhaustion marker, is induced on activated ILC2s and negatively regulates this cell pool^15^. However, PD-1^+^ ILC2s are not considered exhausted because they continue to produce IL-5 normally. Thus, ILC2s with a hyporesponsive phenotype similar to exhausted T cells have not yet been identified.

The mammalian Runx transcription factor protein family is composed of Runx1, Runx2, and Runx3. Each Runx protein requires heterodimer formation with Cbfβ to bind DNA^16^. Runx3 is the main family member expressed in all ILC subsets and is indispensable for the differentiation and function of the ILC1 and ILC3 subsets^17^. However, depletion of Runx3 alone has little effect on ILC2 differentiation, probably due to the redundant functions of other Runx proteins, such as Runx1, which is expressed in ILC2s. Thus, the function of Runx/Cbfβ complexes in ILC2s has not been clarified.

Here, we show that Runx/Cbfβ complexes are not necessary for ILC2 differentiation but modulate ILC2 function. At steady state, Runx-deficient ILC2s are activated and aberrantly secrete IL-5, resulting in increased eosinophil recruitment to the lung. However, after allergic stimulation, ILC2s lacking Runx fail to proliferate and produce various cytokines and chemokines but have increased expression of IL-10 and TIGIT, which are known markers of exhausted T cells. We explore the existence of IL-10^+^ TIGIT^+^ ILC2s with low reactivity in the physiological setting and find that severe subacute allergic inflammation induces the emergence of hyporesponsive IL-10^+^ TIGIT^+^ ILC2s, and that this effect is enhanced by Cbfβ deficiency. Collectively, our data reveal that Runx/Cbfβ complexes are required to prevent ILC2s from entering an exhausted-like functional state under allergic conditions.

## Results

### Runx is not required for development of ILC2s

Of all of the ILCs and ILC progenitors, the highest *Runx1* and *Runx3* mRNA expression levels are found in the common precursor to ILCs (ILCPs), which is marked by stage-specific PLZF expression and can differentiate into ILC1s, ILC2s, and NCR^+^ ILC3s (a subpopulation of ILC3s)^17^. Analysis of Runx3 reporter mice suggests that downregulation of Runx3 may be required for PLZF^+^ ILCPs to enter the ILC2 pathway, whereas ILC1s and ILC3s require intermediate to high levels of Runx3 for their differentiation^17^. To precisely examine Runx1 protein expression in ILC subsets and progenitors, we took advantage of Runx1^+/P1-GFP: P2-RFP^ mice, in which GFP or RFP was driven from the distal (P1) or proximal (P2) *Runx1* promoter, respectively^18^. PLZF^+^ ILCPs utilized both the P1 and P2 promoters for high Runx1 expression, although ILC2s in the lung and intestine expressed Runx1 from the P1 promoter to a greater extent than ILC1s and ILC3s in the intestine (Fig. 1a and Supplementary Fig. 1). Thus, Runx1 is expressed by ILC2s despite low Runx3 expression.

**Fig. 1:**
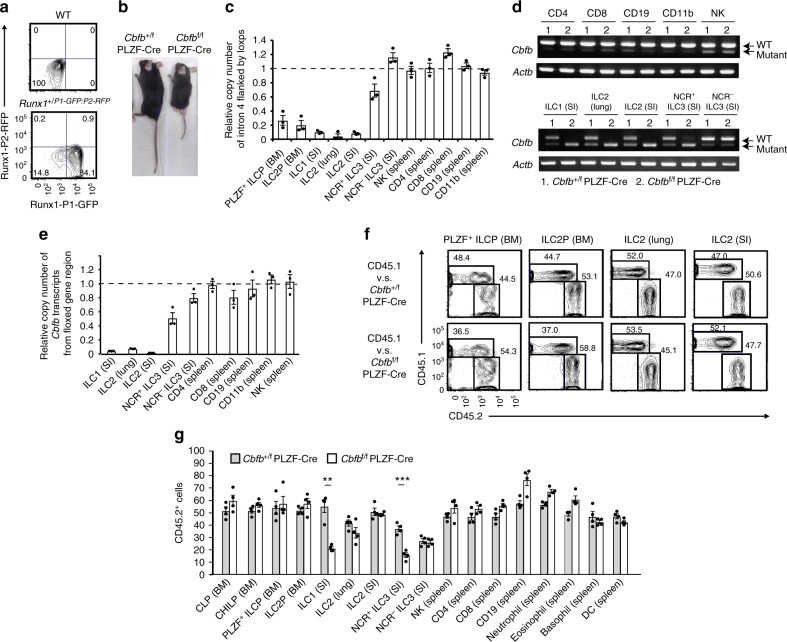
Cbfβ is not necessary for ILC2 differentiation. **a** Flow cytometry analysis of Runx1-GFP expression from the P1 promotor and Runx1-RFP from the P2 promotor by ILC2s (CD45^+^ CD3^–^ CD19^–^ CD127^+^ CD25^+^ ST2^+^) in the lungs of WT (top) and Runx1^+/P1-GFP: P2-RFP^ mice (bottom). **b** Gross appearance of the *Cbfb*^+/f^ PLZF-Cre (left) and *Cbfb*^f/f^ PLZF-Cre mice (right). **c** Quantitative PCR analysis of the relative copy numbers of the floxed genes (loxP site, loxps) located in *Cbfb* intron 4 compared to those of the unfloxed genes in *Cbfb* intron 4 in the indicated cell populations of *Cbfb*^f/f^ PLZF-Cre mice. **d** RT-PCR assay of *Cbfb* transcripts with or without a mutation in the indicated cell populations of the *Cbfb*^+/f^ PLZF-Cre (1) and *Cbfb*^f/f^ PLZF-Cre mice (2). **e** Quantitative PCR analysis of the relative copy numbers of *Cbfb* transcripts from the floxed *Cbfb* gene locus in the indicated cell populations of *Cbfb*^f/f^ PLZF-Cre mice. **f**, **g** Chimerism of common lymphoid progenitor (CLP: CD45^+^ Lin^–^ cKit^lo^ CD127^+^ sca1^lo^ Flt3^+^ α4β7^–^), CHILP (CD45^+^ Lin^–^ CD127^+^ α4β7^+^ Flt3^–^ CD25^–^), PLZF^+^ ILCP (CD45^+^ Lin^–^ cKit^+^ CD127^+^ α4β7^+^ PLZF-GFP^+^), ILC2 precursor (ILC2P: CD45^+^ Lin^–^ CD127^+^ α4β7^+^ Flt3^–^ CD25^+^) cells, ILC1s (CD45^+^ CD3^–^ CD19^–^ NK1.1^+^ NKp46^+^ CD127^+^), ILC2s (CD45^+^ CD3^–^ CD19^–^ CD127^+^ GATA-3^+^), and NCR^+ or –^ (NKp46^+or –^) ILC3s (CD45^+^ CD3^–^ CD19^–^ CD127^+^ RORγt^+^), NK cells, CD4^+^ T cells, CD8^+^ T cells, CD19^+^ B cells, neutrophils, eosinophils, basophils, and DCs (CD11b^+^ CD11c^+^) from the indicated tissues of lethally irradiated host mice (CD45.1^+^) reconstituted with a mixture (1:1) of bone marrow cells from the wild type (CD45.1^+^) and *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre (CD45.2^+^) mice. BM bone marrow, SI small intestine lamina propria lymphocytes. Numbers adjacent to the outlined areas in **c** indicate the percentages of CD45.1^–^/CD45.2^+^ (mutant donor) or CD45.1^+^ CD45.2^–^ (wild type) cells. In **g**, **p < 0.01 and ***p < 0.001 by Student’s *t*-test. Data are representative of at least two independent experiments (mean ± s.d. of three technical replicates in **c**, **e**, mean ± s.d. of 4 mice in **f**, **g**)

To assess the roles of Runx/Cbfβ complexes in the function and differentiation of PLZF^+^ ILCPs into ILC2s, we deleted Cbfβ in the PLZF^+^ ILCPs using PLZF-Cre (*Cbfb*^f/f^ PLZF-Cre mice). This strategy should result in a complete loss of any Runx protein function in the descendant ILC subsets, including ILC1s, ILC2s, and NCR^+^ ILC3s. The *Cbfb*^f/f^ PLZF-Cre mice were born and grew to adults, although they were smaller than their littermate controls (Fig. 1b) and had bone distortion and difficulty walking. The defects in bone formation may be explained by the loss of Runx2, which is critical for osteoblast differentiation, because PLZF is expressed in osteoblasts prior to Runx2 induction^19^. Then, we examined which lymphocytes suffered from the Cbfβ mutation in the *Cbfb*^f/f^ PLZF-Cre mice to validate our system. We observed highly efficient deletion of *Cbfb* in the PLZF^+^ ILCP and ILC2 progenitors (ILC2Ps) from the bone marrow, ILC2s from the lung and small intestine, and ILC1s from the small intestine and partial *Cbfb* deletion in NCR^+^ ILC3s from the small intestine in the *Cbfb*^f/f^ PLZF-Cre mice (Fig. 1c). However, the *Cbfb* genes in the CD4^+^ T, CD8^+^ T, NK, and B cells were not greatly affected in the *Cbfb*^f/f^ PLZF-Cre mice. Wild type *Cbfb* transcripts were efficiently deleted in the ILC subsets of the *Cbfb*^f/f^ PLZF-Cre mice, although subtle transcript expression of mutated *Cbfb* was detected in the non-ILC populations (Fig. 1d, e). Thus, the Cbfβ dysfunction is specifically induced in ILC subsets among haematopoietic cell populations of the *Cbfb*^f/f^ PLZF-Cre mice.

The specificity of this deletion effect for ILC subsets is surprising, because haematopoietic stem cells are fate-mapped by PLZF expression^20^. To confirm previous data, we crossed *Cbfb*^f/f^ PLZF-Cre mice with Rosa26-tdTomato mice in which PLZF-Cre expression in the progenitor cells could be followed by tdTomato expression in the *Cbfb*^f/f^ PLZF-Cre mice. As previously described, most haematopoietic cells were labeled with tdTomato in the mice (Supplementary Fig. 2). However, the *Cbfb* gene locus flanked by loxps was quite intact in the tdTomato^+^ cells of the major haematopoietic cell populations. These data indicate that PLZF-Cre can reach and excise the Rosa26 locus but not the *Cbfb* locus in the progenitors of the major haematopoietic populations, probably due to the tight chromatin structure of the *Cbfb* locus.

Next, we assessed the cell-intrinsic effect of Cbfβ deletion on the differentiation of PLZF^+^ ILCPs, ILC2Ps, and ILC2s in the lung and intestine by performing competitive bone marrow reconstitution experiments. Fifty percent CD45.2^+^ *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre bone marrow cells were adoptively transferred together with fifty percent CD45.1^+^ competitors into lethally irradiated CD45.1^+^ mice. The PLZF^+^ ILCPs, ILC2P, and ILC2s developed normally in the absence of Cbfβ function (Fig. 1f), although *Cbfb*^f/f^ PLZF-Cre bone marrow cells differentiated into fewer ILC1s and NCR^+^ ILC3s in the small intestine lamina propria lymphocytes (LPL) than *Cbfb*^+/f^ PLZF-Cre bone marrow cells (Fig. 1g). Differentiation of haematopoietic cells other than ILCs was not abrogated in the *Cbfb*^f/f^ PLZF-Cre mice (Fig. 1g). Thus, Cbfβ is dispensable for differentiation of PLZF^+^ ILCPs and ILC2s in peripheral tissues.

### Runx restrains steady-state ILC2 activation

We investigated whether Cbfβ deficiency affected basal ILC2 activity in the steady state of the lung. To this end, first we examined KLRG1 activation marker expression on the ILC2s in the lung and intestine of the *Cbfb*^+/f^ PLZF-Cre and *Cbfb*^f/f^ PLZF-Cre mice^21^. ILC2s from the *Cbfb*^f/f^ PLZF-Cre mice expressed more KLRG1 than those from the *Cbfb*^+/f^ PLZF-Cre mice (Fig. 2a). Further phenotypic analysis demonstrated that downregulation of Thy1 occurred on the *Cbfb*^f/f^ PLZF-Cre ILC2s like ILC2s stimulated with IL-25^22^. In addition, the *Cbfb*^f/f^ PLZF-Cre ILC2s produced elevated levels of IL-5, which were correlated with enhanced recruitment of eosinophils to the bronchoalveolar space (Fig. 2b–d). IL-25 stimulation induces inflammatory ILC2s defined as KLRG1^Hi^ Thy1^Lo^ ST2 (IL-33Ra)^–^ ILC2s^22^. However, the *Cbfb*^f/f^ PLZF-Cre ILC2s were different from these inflammatory ILC2s, because expression of cytokine receptors, including ST2, was not significantly altered by Cbfβ deficiency (Supplementary Fig. 3). To investigate whether ILC2 activation in the *Cbfb*^f/f^ PLZF-Cre mice is cell intrinsic or extrinsic, we performed bone marrow competition assays with CD45.1^+^ competitor cells as described above. *Cbfb*^f/f^ PLZF-Cre ILC2s in the recipient lungs showed increased KLRG1 expression, decreased Thy1 expression, and IL-5 overproduction compared to those of the competitor cells (Fig. 2e). These data indicate that Cbfβ suppresses the basal activity of ILC2s in a cell intrinsic manner.

**Fig. 2:**
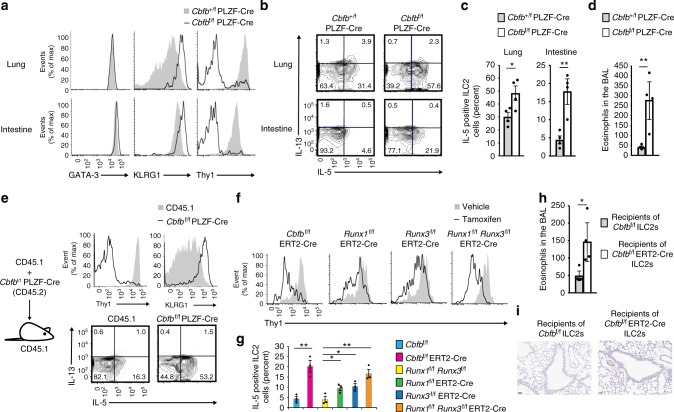
Runx/Cbfβ complexes suppress ILC2 activity in the steady state of the lung and intestine. **a** Flow cytometry analysis of GATA-3, KLRG1, and Thy1 expression by ILC2s (CD45^+^ CD3^–^ CD19^–^ CD127^+^ CD25^+^ ST2^+^ KLRG1^+^) from the lung or small intestine of the *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre mice. **b** Flow cytometry analysis of IL-5 and IL-13 expression by ILC2s from the lung or small intestine of the *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre mice. **c** The frequency of IL-5-producing cells in ILC2s from the lung or small intestine of the *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre mice was determined by flow cytometry as in **b**. **d** Absolute number of eosinophils in the bronchoalveolar lavage (BAL) fluid from the *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre mice. **e** Flow cytometry analysis of the expression of the indicated proteins by CD45.1^+^ or CD45.2^+^ *Cbfb*^f/f^ PLZF-Cre ILC2s from lethally irradiated host mice (CD45.1^+^) reconstituted with a mixture (1:1) of bone marrow cells from the wild type (CD45.1^+^) and *Cbfb*^f/f^ PLZF-Cre (CD45.2^+^) mice. **f** Flow cytometry analysis of Thy1 expression by ILC2s from the small intestine of the *Cbfb*^f/f^ ERT2-Cre, *Runx1*^f/f^ ERT2-Cre, Runx3^f/f^ ERT2-Cre, and Runx1^f/f^ Runx3^f/f^ ERT2-Cre mice treated with the vehicle control or tamoxifen. **g** The frequency of IL-5-producing cells in the ILC2s from the small intestine of the indicated mice treated with tamoxifen as in **f** was determined by flow cytometry as in **c**. **h**, **i** *Rag2*^–/–^ *Il2rg*^–/–^ mice were transferred with 1 × 10^6^ *Cbfb*^f/f^ or *Cbfb*^f/f^ ERT2-Cre ILC2s expanded with IL-2 and IL-7 in vitro and then treated with tamoxifen. Absolute numbers of eosinophils in the BAL fluid from the indicated recipients (**h**). Histology of PAS-positive epithelial cells in the indicated recipients (**i**). Numbers in the quadrants indicate the percentages of cells in each quadrant (**b**, **e**). In **c**, **d**, **g**, **h**, *p *<* 0.05 and **p < 0.01 by Student’s *t*-test. Data are representative of at least two independent experiments (mean ± s.d. of four mice in **c**, **d**, mean ± s.d. of three mice in **g**, **h**)

To address the question of which Runx proteins contribute to the ILC2 activation phenotype in the absence of Cbfβ, we sought to generate *Runx1*^f/f^ PLZF-Cre and *Runx3*^f/f^ PLZF-Cre mice. However, most of the *Runx1*^f/f^ PLZF-Cre mice died soon after birth for unknown reasons. Therefore, instead we generated *Cbfb*^f/f^ ERT2-Cre, *Runx1*^f/f^ ERT2-Cre, *Runx3*^f/f^ ERT2-Cre, and *Runx1*^f/f^ *Runx3*^f/f^ ERT2-Cre mice. Inducible deletion of Cbfβ or both Runx1 and Runx3 by oral tamoxifen administration led to a robust reduction of Thy1 expression and an increase of IL-5 production in the intestine (Fig. 2f, g). On the other hand, single deletion of either Runx1 or Runx3 had little effect on Thy1 expression and IL-5 production by the ILC2s (Fig. 2f, g). These results suggest that Runx1 and Runx3 must work jointly and together with Cbfβ to repress ILC2 functions under steady-state conditions.

To investigate the physiological impact of enhanced ILC2 activity resulting from Cbfβ deficiency on the steady state of the lung, we adoptively transferred *Cbfb*^f/f^ ILC2s or *Cbfb*^f/f^ ERT2-Cre ILC2s into *Rag2*^–/–^ *Il2rg*^–/–^ mice, which were treated with tamoxifen after transfer. At 3–4 weeks after the tamoxifen treatment, almost no damaged PAS^+^ epithelial cells were observed in the lungs of the *Cbfb*^f/f^ ERT2-Cre ILC2 recipient mice, although the *Cbfb*^f/f^ ERT2-Cre ILC2s increased the eosinophil numbers in the bronchoalveolar lavage (BAL) fluid (Fig. 2h, i). Thus, Cbfβ-deficient ILC2s are not sufficiently active to acutely damage lung epithelial cells but instead contribute to subsymptomatic eosinophil infiltration into the bronchoalveolar space.

### Runx antagonizes GATA-3 function in steady-state ILC2s

A previous study demonstrated that Runx proteins antagonized GATA-3 function in T cells by directly binding to GATA-3^23^. We hypothesized that the same inhibitory mechanism by Runx proteins might function in ILC2s to suppress IL-5 production by antagonizing GATA-3 activity. To test this hypothesis, we performed RNA sequence analysis of ILC2s from the lungs of *Cbfb*^+/f^ PLZF-Cre and *Cbfb*^f/f^ PLZF-Cre mice and analyzed the expression profiles of genes that were positively or negatively regulated by GATA-3 in ILC2s^24^. 

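Lung ILC2s were sequenced without culture in 3 samples of each genotype. *Cbfb* +/f PLZF-Cre ILC2s, which keep one intact *Cbfb* allele, served as the control for *Cbfb* f/f PLZF-Cre ILC2s, which lack Cbfβ. According to the methods, the authors mapped single-end reads with TopHat and estimated expression with Cufflinks, and they deposited one value per gene and sample. The deposited values behave as natural logarithms of FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments), so FPKM were restored by taking the exponential, and a deposited 0 was kept as 0. Of 23412 genes, 16898 had a value other than 0 in at least 1 of the 6 samples. Between 9000 and 9951 genes per sample held a 0. For 207 genes a 0 in one sample stood beside a value above 20 FPKM in another, so a 0 can mark a gene without an estimate as well as an undetected gene. The FPKM of all genes summed to between 900302 and 947211 in the *Cbfb* +/f PLZF-Cre samples and to between 955028 and 1086659 in the *Cbfb* f/f PLZF-Cre samples. Read counts were not in the files analysed here, but the lowest values of a gene differed between samples by a common factor, which gave the depth of each sample relative to the first *Cbfb* +/f PLZF-Cre sample. This relative depth was 0.906 and 0.826 in the other 2 *Cbfb* +/f PLZF-Cre samples and 0.889, 0.796 and 0.852 in the *Cbfb* f/f PLZF-Cre samples, each read from 87 to 122 of 961 to 1146 low genes. Across genes, which are not independent replicates, the log2 values of replicates correlated with r between 0.9227 and 0.9336 in the *Cbfb* +/f PLZF-Cre samples and between 0.9027 and 0.9195 in the *Cbfb* f/f PLZF-Cre samples. The genotypes were compared with limma on log2(FPKM + 1) for the 10763 genes with at least 1 FPKM in at least 3 samples, with Benjamini-Hochberg adjustment. All log2 fold changes are on this scale, which understates the change of low genes. The adjusted p-value was under 0.05 for 47 genes that were higher and 27 genes that were lower in *Cbfb* f/f PLZF-Cre ILC2s, which is 0.7% of the genes tested. Taking the replicate numbers of the labels as pairs, the deviations of samples with the same number from their group means correlated across genes with a mean r of 0.035, against −0.017 for samples with different numbers. The second value follows largely from the first, because deviations from a group mean sum to 0. With that replicate number as a block in the fit, 31 genes were higher and 13 were lower. Among the limma fits, the counts moved most when all 12 RNA sequence samples shared one fit, which gave 285 genes higher and 218 genes lower.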

If our hypothesis was correct, the function of GATA-3 as a transcription factor would be enhanced in the absence of Cbfβ. 

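Supplementary Data 1 lists 156 genes positively regulated by GATA-3 and 151 genes negatively regulated by GATA-3 that the authors detected in the steady-state ILC2s, and all of them were found in the files. The limma test covered 145 genes of each set. Among the positively regulated genes, 90 had a higher and 55 a lower mean log2 value in *Cbfb* f/f PLZF-Cre than in *Cbfb* +/f PLZF-Cre ILC2s, with a median log2 fold change of 0.168. *Akr1c12*, *Atf3*, *Il4*, *Il5*, and *Lama5* were higher with an adjusted p-value under 0.05 (limma), which makes 5 genes or 3.2% of the 156, and 2 genes of the set were lower. The share of higher genes exceeded that among the other genes tested (odds ratio 8.99, Fisher's exact test, p = 4.03e-04), and the odds ratio for the 2 lower genes was 5.93 (Fisher's exact test, p = 0.0508). Of the negatively regulated genes, 88 had a lower and 57 a higher mean log2 value, with a median log2 fold change of −0.118. *Ggt5*, *Gpr171*, and *Igsf5* were lower past the same threshold, which makes 3 genes or 2.0% of the 151, and 2 genes were higher (odds ratio for the lower genes 9.33, Fisher's exact test, p = 0.005528). When the unadjusted limma p-value was used, 21 positively regulated genes were higher (odds ratio 2.77, Fisher's exact test, p = 1.10e-04) and 16 were lower (odds ratio 2.46, Fisher's exact test, p = 0.002534). Of the negatively regulated genes, 24 were then lower (odds ratio 4.01, Fisher's exact test, p = 1.24e-07) and 13 were higher (odds ratio 1.59, Fisher's exact test, p = 0.1103). Another rule, chosen after seeing the data, counted genes whose 3 *Cbfb* f/f PLZF-Cre values all lay on one side of the 3 *Cbfb* +/f PLZF-Cre values with none of the 6 at 0. By this rule 20 positively regulated genes were higher (odds ratio 1.6, Fisher's exact test, p = 0.05889) and 15 lower (odds ratio 1.38, Fisher's exact test, p = 0.2714). It gave 31 negatively regulated genes that were lower (odds ratio 3.43, Fisher's exact test, p = 7.88e-08) and 12 that were higher (odds ratio 0.93). For comparison, 8.49% of the 11701 genes without a 0 were higher and 7.19% lower by that rule. The largest change in Fig. 3a past the threshold among positively regulated genes was that of *Akr1c12*, with 24.49 ± 14.4 FPKM (SD, n = 3) in *Cbfb* +/f PLZF-Cre and 197.8 ± 54.99 FPKM in *Cbfb* f/f PLZF-Cre ILC2s (log2 fold change 3.1, standard error 0.43, adjusted p = 0.02008, limma). *Akr1c12* belongs to a family of similar aldo-keto reductase genes, so its value is uncertain where the authors' software divided reads among them. *Atf3* rose from 59.06 ± 8.15 to 369.3 ± 74.18 FPKM (log2 fold change 2.61, standard error 0.2, adjusted p = 0.001136, limma). Among negatively regulated genes, *Igsf5* fell from 50.5 ± 10.03 to 2.29 ± 1.78 FPKM (log2 fold change −4.11, standard error 0.44, adjusted p = 0.005024, limma). In each of the 18 positively and 18 negatively regulated genes of Fig. 3a the groups did not overlap, for which an exact permutation test of 3 samples against 3 gives p = 0.1, the smallest it allows. Every gene on the authors' lists of changed genes lacked overlap. This separation, also that of *Il5* and *Thy1*, may therefore come from how the genes were selected and is no independent support. With the replicate number of the labels as a block (mean r of same-numbered samples 0.035), 3 positively regulated genes were higher and 2 negatively regulated genes were lower. From such shifts of GATA-3-regulated genes in the direction of GATA-3 activity, the paper reasons that GATA-3 function is enhanced when Cbfβ is absent.

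**Figure D1:**
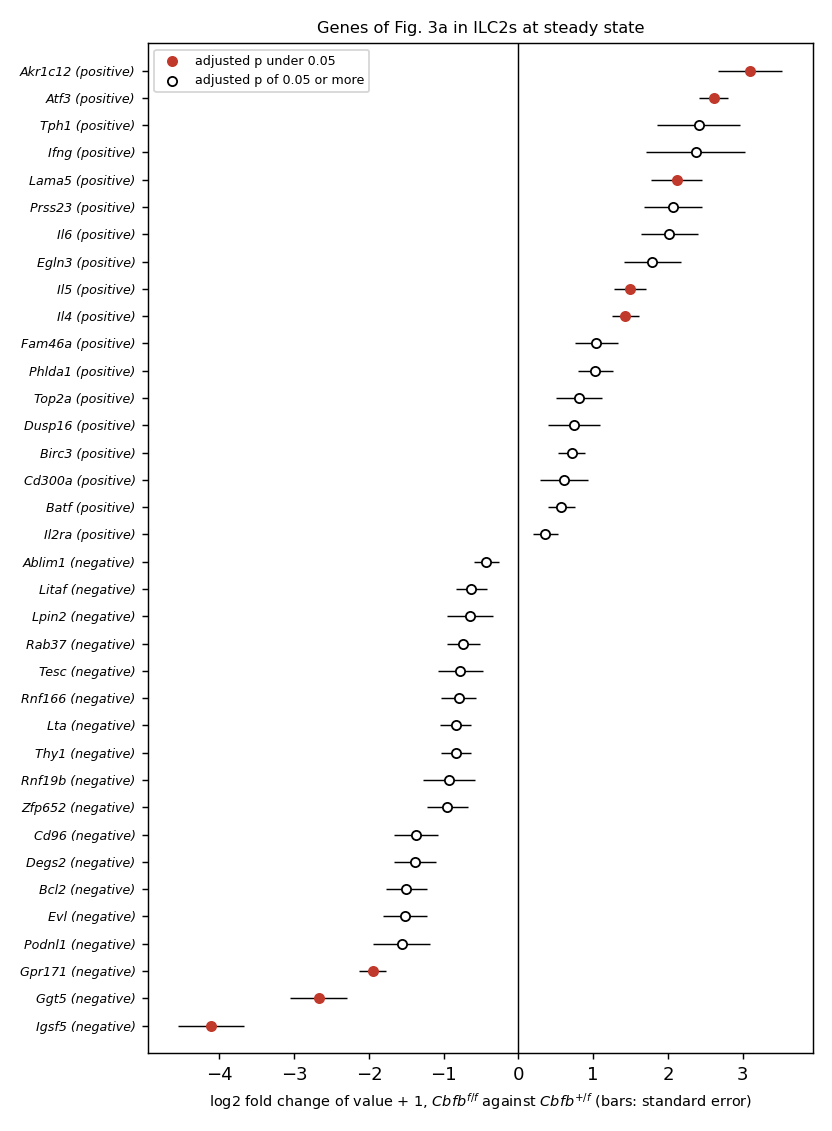
Log2 fold change of FPKM + 1 for the 36 genes of Fig. 3a in *Cbfb* f/f PLZF-Cre against *Cbfb* +/f PLZF-Cre ILC2s at steady state, with standard errors (3 samples per genotype). Red points have an adjusted limma p-value under 0.05. The 18 positively regulated genes lie between 0.36 and 3.1 and the 18 negatively regulated genes between −4.11 and −0.43.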

Deletion of Cbfβ in ILC2s led to upregulation of 18 of 156 genes (11.5%) that were positively regulated by GATA-3 and downregulation of 30 of 151 genes (19.8%) that were negatively regulated by GATA-3 (Fig. 3a, Supplementary Data 1). 

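*Il5* had 397.2, 409.8 and 309.1 FPKM in the 3 *Cbfb* +/f PLZF-Cre samples and 1119, 1275 and 779.1 FPKM in the 3 *Cbfb* f/f PLZF-Cre samples. The means were 372 ± 54.85 FPKM (SD, n = 3) and 1058 ± 253.8 FPKM, a log2 fold change of 1.49 (standard error 0.21, adjusted p = 0.02178, limma). Every *Cbfb* f/f PLZF-Cre sample exceeded every *Cbfb* +/f PLZF-Cre sample (exact permutation test, p = 0.1, the smallest p that 3 against 3 samples allow). With the replicate number of the labels as a block, whose same-numbered samples deviated together with a mean r of 0.035, the adjusted p was 0.01763 (limma). Leaving out one sample at a time kept the log2 fold change between 1.34 and 1.69, and the adjusted p stayed under 0.05 in 1 of the 6 limma fits. Without the filter on low values, which enlarges the number of genes tested, the adjusted p of *Il5* was 0.1333 (limma). *Il13* showed no such separation, with 23.18 ± 5.14 FPKM in *Cbfb* +/f PLZF-Cre and 28.03 ± 12.22 FPKM in *Cbfb* f/f PLZF-Cre ILC2s (log2 fold change 0.21, standard error 0.33, adjusted p = 0.8767, limma). The transcript of *Gata3* itself stood at 1059 ± 74.47 FPKM in *Cbfb* +/f PLZF-Cre and at 1407 ± 66.76 FPKM in *Cbfb* f/f PLZF-Cre ILC2s (log2 fold change 0.41, standard error 0.13, adjusted p = 0.2944, limma). Its groups did not overlap, with 974 to 1113 against 1368 to 1484 FPKM (exact permutation test, p = 0.1, the smallest possible). A rise of *Gata3* itself is therefore not excluded. Because *Il5* is among the genes that depend on GATA-3, the paper takes its increase as an effect of GATA-3 that Cbfβ normally restrains.

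**Figure D2:**
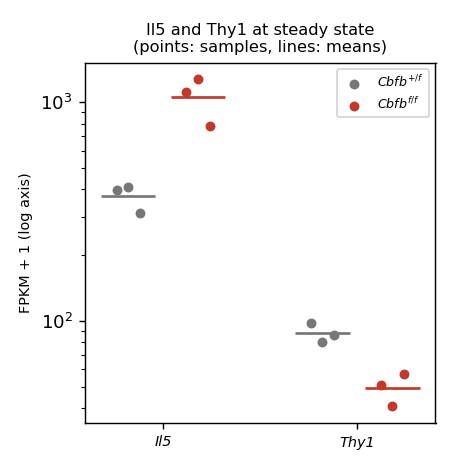
FPKM + 1 on a log axis of *Il5* and *Thy1* in each sample of steady-state ILC2s, grey for *Cbfb* +/f PLZF-Cre and red for *Cbfb* f/f PLZF-Cre, with a line at the mean of 3 samples. The *Cbfb* f/f PLZF-Cre values of *Il5* lie between 779.1 and 1275 FPKM, above all *Cbfb* +/f PLZF-Cre values, and those of *Thy1* between 39.58 and 56.19 FPKM, below all *Cbfb* +/f PLZF-Cre values.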

GATA-3 positively regulated IL-5 expression, and this effect was augmented by Cbfβ deficiency. In contrast, GATA3 was a negative regulator of Thy1 expression, which was even more inhibited in the absence of Cbfβ. 

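*Thy1* had 86.88 ± 9.01 FPKM (SD, n = 3) in *Cbfb* +/f PLZF-Cre ILC2s and 48.52 ± 8.38 FPKM in *Cbfb* f/f PLZF-Cre ILC2s at steady state, a log2 fold change of −0.84 (standard error 0.2, adjusted p = 0.1432, limma). The lowest *Cbfb* +/f PLZF-Cre sample had 78.94 FPKM and the highest *Cbfb* f/f PLZF-Cre sample 56.19 FPKM, so the groups were separated (exact permutation test, p = 0.1, the smallest possible with 3 against 3). The difference therefore exceeded the spread between replicates but not the threshold after adjustment for the 10763 genes tested. A fit with the replicate number of the labels as a block raised the adjusted p to 0.2191 (limma; mean r of same-numbered samples 0.035). Quantile normalization moved the log2 fold change most among the settings that kept all samples, to −0.9. Leaving out one sample at a time gave values between −0.95 and −0.7, with adjusted p-values between 0.1532 and 0.4474 (limma). Since GATA-3 lowers *Thy1* expression, the paper reads the further decrease without Cbfβ as stronger repression by GATA-3.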

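Gene set enrichment was computed with the genes of Supplementary Data 1 on all 16898 genes with a value in the steady-state samples, ranked by the signal-to-noise ratio of FPKM between *Cbfb* f/f PLZF-Cre and *Cbfb* +/f PLZF-Cre ILC2s and tested with 10000 permutations of the gene set. The genes positively regulated by GATA-3 (156 genes) had a normalized enrichment score (NES) of 1.64 (permutation p = 4.33e-04), that is, they were shifted towards genes higher in *Cbfb* f/f PLZF-Cre ILC2s. An NES of −1.56 was obtained for the 151 negatively regulated genes (permutation p = 0.002494), which were shifted towards genes higher in *Cbfb* +/f PLZF-Cre ILC2s. Leaving out one sample at a time gave an NES between 1.35 and 1.73 for the positive set and between −1.79 and −1.36 for the negative set. Ranking by log2(FPKM + 1) in place of FPKM lowered the scores to 1.35 (permutation p = 0.01922) and −1.14 (permutation p = 0.1874). When only the genes passing the filter on low values were ranked, the scores were 1.57 and −1.62. Permuting genes takes them as independent, so these p-values describe the gene sets and not the variation between mice. The paper takes the enrichment of both gene sets as evidence that Runx/Cbfβ complexes oppose GATA-3 in ILC2s.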

In addition, a set of genes positively or negatively regulated by GATA-3 was significantly enriched in the Cbfβ-deficient ILC2s (Fig. 3b). Given that Runx/Cbfβ complexes antagonize GATA-3 function, over-expression of Runx protein should suppress IL-5 production by ILC2s. To explore this possibility, CD45.2^+^ C57BL/6 bone marrow cells were transduced with a retroviral vector encoding Runx3, followed by IRES-Thy1.1 and were adoptively transferred into lethally irradiated CD45.1^+^ congenic mice. At 8 weeks after transfer, the Thy1.1^+^ ILC2s over-expressing Runx3 produced less IL-5 than the Thy1.1^–^ non-transduced cells or the Thy1.1^+^ cells transduced with the control vector (Fig. 3c, d). With the same over-expression system, we confirmed that GATA-3 over-expression in ILC2s increased IL-5 production, which was inhibited by Runx3 (Supplementary Fig. 4). Collectively, the Runx/Cbfβ complexes suppress the constitutive activity of ILC2s at least in part by inhibiting the function of GATA-3.

**Fig. 3:**
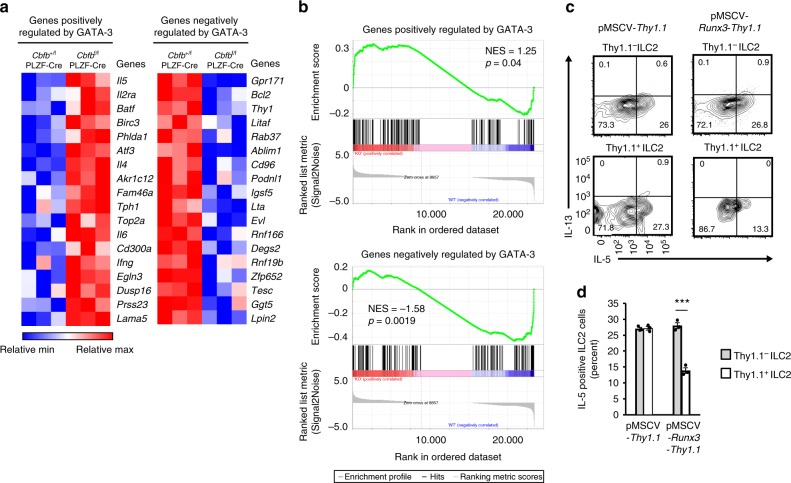
Runx proteins inhibit the gene expression regulated by GATA-3 in ILC2s at steady state. **a** Heat map of the expression of selected genes positively (left) or negatively (right) regulated by GATA-3 in ILC2s as determined by RNA sequence analysis. **b** Gene set enrichment analysis of genes positively (top) or negatively regulated by GATA-3 performed on a gene set that was differentially expressed in *Cbfb*^f/f^ PLZF-Cre ILC2s compared to *Cbfb*^+/f^ PLZF-Cre ILC2s. **c**, **d** Host mice (CD45.1^+^) were lethally irradiated and reconstituted with CD45.2^+^ bone marrow cells that were retrovirally transduced with the control vector, pMSCV-*Thy1.1* (left) or pMSCV-*Runx3*-*Thy1.1* (right). Flow cytometry analysis of IL-5 and IL-13 expression by untransduced Thy1.1^–^ (top) or transduced Thy1.1^+^ (bottom) donor CD45.2^+^ ILC2s (CD45^+^ CD3^–^ CD19^–^ CD127^+^ CD25^+^ KLRG1^+^) from the lungs of the host mice (**c**). The frequency of IL-5-producing cells in the indicated ILC2s was determined by flow cytometry as in **c** (**d**). Numbers in quadrants of the bottom plots indicate the percentages of cells in each quadrant. In **d**, ***p < 0.001 by Student’s *t*-test. Data are representative of at least two independent experiments (mean ± s.d. of three mice in **d**)

### Runx protects ILC2s from exhausted-like hyporesponsiveness

To determine how Cbfβ regulates ILC2 effector functions after activation, first we cultured ILC2s from the lungs of *Cbfb*^+/f^ PLZF-Cre and *Cbfb*^f/f^ PLZF-Cre mice with IL-2 and IL-33, which is a cytokine combination that is the most potent ILC2 stimulator and is critical for establishment of allergic inflammation. We expected that this cytokine stimulation would lead to unleashed production of T_H_2 cytokines by activated ILC2s due to Cbfβ deficiency. Surprisingly, ILC2s lacking Cbfβ secreted decreased IL-5 and IL-13 levels and did not grow well (Fig. 4a, b) in response to IL-2 and IL-33 in vitro. This hyporesponsiveness of ILC2s did not occur when the basal ILC2 activity was maintained by IL-2 and IL-7 without IL-33, which is a strong inducer of allergy (Fig. 4c). 

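Lung ILC2s were cultured with 10 ng per mL of IL-2 and 10 ng per mL of IL-33 for 4 days before RNA extraction, in 3 samples of each genotype. As at steady state, *Cbfb* +/f PLZF-Cre ILC2s served as the control for *Cbfb* f/f PLZF-Cre ILC2s. The authors processed the reads with TopHat and Cufflinks and deposited RPKM (reads per kilobase of transcript, scaled to the number of mapped reads), with one row per transcript. After removal of 1068 exactly repeated rows, the RPKM of the transcripts of a gene were summed, which gave 29724 genes, of which 20542 had a value other than 0 in at least 1 sample. Summed over genes, RPKM came to between 813185 and 866208 in the *Cbfb* +/f PLZF-Cre samples and between 790118 and 805281 in the *Cbfb* f/f PLZF-Cre samples. The depth of these samples is unknown, since the files analysed here hold no counts. At least 1 RPKM was reached by 11219 to 11577 genes in the *Cbfb* +/f PLZF-Cre samples and by 11512 to 11737 genes in the *Cbfb* f/f PLZF-Cre samples. Log2 values of replicates correlated across genes with r between 0.9867 and 0.9914, except for the third *Cbfb* +/f PLZF-Cre sample, whose r with the other 2 *Cbfb* +/f PLZF-Cre samples was 0.9558 and 0.9588. Testing followed the steady-state samples, with limma on log2(RPKM + 1) for the 11773 genes with at least 1 RPKM in at least 3 of the 6 samples. Samples with the same replicate number in the labels deviated together more than at steady state, with a mean r of 0.285 across genes against −0.142 for different numbers, so fits with the replicate number as a block are given as well. Each gene is listed by its symbol, and its log2 fold change compares *Cbfb* f/f PLZF-Cre with *Cbfb* +/f PLZF-Cre ILC2s.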

To understand the mechanism of the low reactivity of Cbfβ-deficient ILC2s to IL-33, we conducted RNA sequencing analysis of in vitro-activated lung ILC2s from *Cbfb*^+/f^ PLZF-Cre and *Cbfb*^f/f^ PLZF-Cre mice (Fig. 4d–i and Supplementary Data 2). The gene expression profiles of the transcription factors expressed in the ILC subsets were essentially comparable between the *Cbfb*^+/f^ PLZF-Cre and *Cbfb*^f/f^ PLZF-Cre ILC2s with some exceptions, such as *Gfi1*, *Nfil3*, and *Irf8* (Fig. 4e). 

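Fig. 4e shows 16 transcription factor genes, all of which were tested in the cultured ILC2s. With limma, 7 of them were higher in *Cbfb* f/f PLZF-Cre ILC2s with an adjusted p-value under 0.05 (*Gfi1*, *Irf8*, *Nfil3*, *Pparg*, *Runx1*, *Runx3*, and *Tox2*), *Id2* was lower, and 8 did not pass the threshold. *Gfi1* had 4.09 ± 0.43 RPKM (SD, n = 3) in *Cbfb* +/f PLZF-Cre and 9.93 ± 0.41 RPKM in *Cbfb* f/f PLZF-Cre ILC2s (log2 fold change 1.11, standard error 0.12, adjusted p = 0.001289, limma). *Nfil3* rose from 2.45 ± 0.78 to 9.06 ± 1.87 RPKM (log2 fold change 1.55, standard error 0.22, adjusted p = 0.003831, limma) and *Irf8* from 1.97 ± 0.78 to 10.64 ± 0.96 RPKM (log2 fold change 2, standard error 0.2, adjusted p = 0.001064, limma). In all 3 genes the groups did not overlap, and the exact permutation test gave p = 0.1, its minimum for 3 against 3 samples. The change of *Tox2* was of similar size (log2 fold change 2.04, standard error 0.22, adjusted p = 0.001361, limma), as was that of *Pparg* (log2 fold change 1.83, standard error 0.09, adjusted p = 8.68e-05, limma). *Runx1* and *Runx3* had log2 fold changes of 1.24 (adjusted p = 0.00177, limma) and 0.85 (adjusted p = 0.01804, limma). *Id2* fell from 1869 ± 853.2 to 651.4 ± 45.43 RPKM (log2 fold change −1.39, standard error 0.37, adjusted p = 0.04074, limma), but the third *Cbfb* +/f PLZF-Cre sample had 891.2 RPKM against 2465 and 2250 RPKM in the other 2, and 1 of the 6 fits without one sample kept the adjusted p under 0.05. *Gata3* did not pass the threshold, with 450.6 ± 115.2 RPKM in *Cbfb* +/f PLZF-Cre and 318.4 ± 19.78 RPKM in *Cbfb* f/f PLZF-Cre ILC2s (log2 fold change −0.47, adjusted p = 0.1492, limma). As a check of the pairing by replicate number taken from the labels (mean r 0.285 for the same number), the fit with the replicate block gave adjusted p-values of 0.005831 for *Gfi1*, 0.008035 for *Nfil3*, 0.003144 for *Irf8* and 0.03583 for *Id2* (limma). Fitting all 12 RNA sequence samples together had the largest effect on *Gfi1*, whose adjusted p became 0.432 (limma). Judging the factors as a group, the paper regards their profiles as alike in both genotypes apart from some genes.

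**Figure D3:**
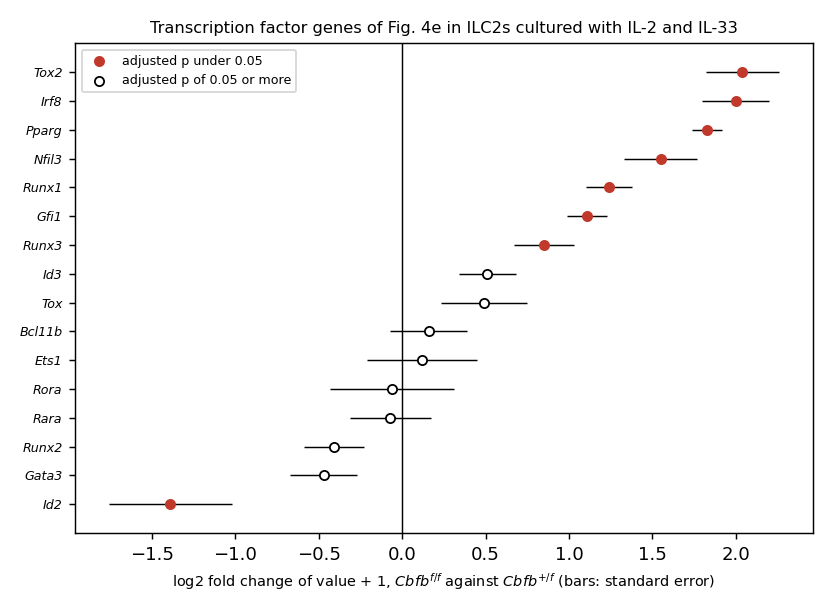
Log2 fold change of RPKM + 1 for the 16 transcription factor genes of Fig. 4e in *Cbfb* f/f PLZF-Cre against *Cbfb* +/f PLZF-Cre ILC2s cultured with IL-2 and IL-33, with standard errors (3 samples per genotype). Red points have an adjusted limma p-value under 0.05. The values run from −1.39 for *Id2* to 2.04 for *Tox2*.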

However ablation of Cbfβ in the ILC2s led to reduced expression of many effector cytokines and chemokines and their receptors. 

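Of the 23 cytokine and cytokine receptor genes shown in Fig. 4e, 13 were lower in *Cbfb* f/f PLZF-Cre than in *Cbfb* +/f PLZF-Cre cultures with an adjusted limma p-value under 0.05, 4 were higher (*Bmp7*, *Ifngr2*, *Il1rl1*, and *Il4*), and 6 did not pass the threshold. Their log2 fold changes ran from −5.4 for *Nmur1* to 1.29 for *Bmp7*. Of the 8 chemokine and chemokine receptor genes, 6 were lower (*Ccl1*, *Ccr1*, *Cxcl2*, *Cxcl3*, *Cxcl5*, and *Cxcr6*), *Ccr8* was higher, and *Ccr2* did not change past the threshold. *Cxcl2* fell from 27.37 ± 1.31 to 4.77 ± 0.29 RPKM (SD, n = 3; log2 fold change −2.3, standard error 0.1, adjusted p = 8.68e-05, limma), and *Il6* fell from 11.28 ± 1.98 to 1.41 ± 0.43 RPKM (log2 fold change −2.35, standard error 0.19, adjusted p = 4.44e-04, limma). *Ccr8* rose from 15.59 ± 4.45 to 113.5 ± 8.63 RPKM (log2 fold change 2.82, standard error 0.21, adjusted p = 3.55e-04, limma). *Il1rl1*, which encodes the IL-33 receptor chain ST2, rose from 81.09 ± 10.4 to 170 ± 10.11 RPKM (log2 fold change 1.06, standard error 0.12, adjusted p = 0.001429, limma). The groups were separated in each of these genes, at the exact permutation p of 0.1 that is the minimum for 3 samples against 3. Among the genes that passed, *Cxcl5* reached the highest adjusted p under another setting, 0.5224 when all 12 samples shared one fit (limma). It stayed under 0.05 in all 6 fits without one sample, whereas *Tnf* and *Il9r* did so in 2 of the 6. With the replicate number of the labels as a block (mean r of same-numbered samples 0.285), *Ccl1* had an adjusted p of 0.01269 and *Tnf* of 0.02897, and *Vipr2*, at 0.1095 in the main fit, passed the threshold with 0.04078 (limma). The paper describes these changes as lower expression of many effector cytokine, chemokine and receptor genes without Cbfβ.

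**Figure D4:**
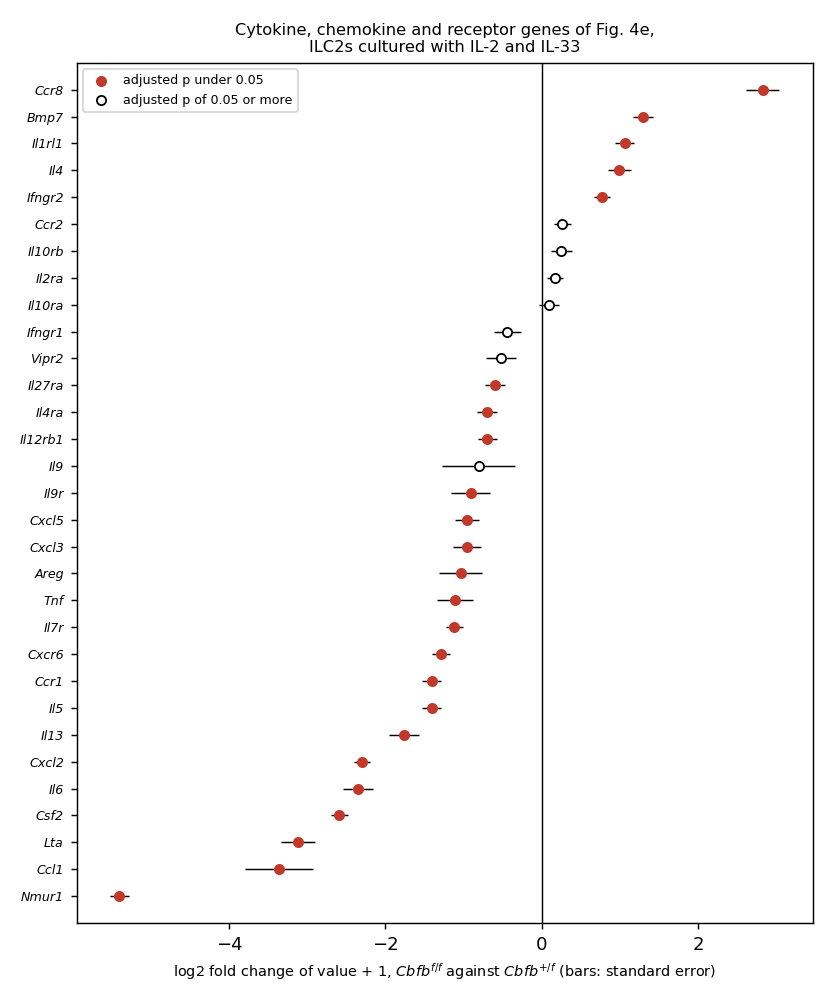
Log2 fold change of RPKM + 1 for the 31 cytokine, chemokine and receptor genes of Fig. 4e in *Cbfb* f/f PLZF-Cre against *Cbfb* +/f PLZF-Cre ILC2s cultured with IL-2 and IL-33, with standard errors (3 samples per genotype). Red points have an adjusted limma p-value under 0.05. The values run from −5.4 for *Nmur1* to 2.82 for *Ccr8*.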

Surprisingly, crucial ILC2 cytokines, including *Il5*, *Il9*, *Il13*, *Csf2* encoding GM-CSF, *Lta*, and *Areg* encoding amphiregulin, were all downregulated in ILC2s lacking Cbfβ (Fig. 4e, f). 

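In the cultured *Cbfb* +/f PLZF-Cre ILC2s *Il5* had 5113 ± 523.1 RPKM (SD, n = 3), against 1921 ± 171.3 RPKM in *Cbfb* f/f PLZF-Cre ILC2s, a log2 fold change of −1.41 (standard error 0.12, adjusted p = 5.12e-04, limma). *Il13* fell from 1205 ± 290.2 to 349.8 ± 44.67 RPKM (log2 fold change −1.76, standard error 0.19, adjusted p = 0.001235, limma). *Csf2* went from 1552 ± 160.2 to 255.6 ± 17.99 RPKM (log2 fold change −2.59, standard error 0.11, adjusted p = 7.37e-05, limma) and *Lta* from 108.3 ± 30.4 to 11.27 ± 1.32 RPKM (log2 fold change −3.12, standard error 0.22, adjusted p = 2.95e-04, limma). The decrease of *Areg* from 93.3 ± 40.84 to 42.36 ± 4.16 RPKM was smaller (log2 fold change −1.04, standard error 0.27, adjusted p = 0.03926, limma). For these 5 genes all *Cbfb* f/f PLZF-Cre values lay below all *Cbfb* +/f PLZF-Cre values (exact permutation test, p = 0.1, the lowest p for 3 against 3). *Il9* had 2786, 2182 and 765.9 RPKM in the *Cbfb* +/f PLZF-Cre samples and 1159, 1004 and 740.7 RPKM in the *Cbfb* f/f PLZF-Cre samples, so the groups overlapped (exact permutation test, p = 0.3). Its log2 fold change of −0.81 (standard error 0.47) did not pass the threshold (adjusted p = 0.2678, limma). Without the third *Cbfb* +/f PLZF-Cre sample, which had the lowest *Il9* value of its group, the log2 fold change of *Il9* was −1.37 (adjusted p = 0.002798, limma), the largest shift among the alternatives for these genes. *Areg* kept an adjusted p under 0.05 in 3 of the 6 fits without one sample, whereas *Il5*, *Il13*, *Csf2*, and *Lta* kept it in all 6. With the replicate number of the labels as a block, under which same-numbered samples had a mean r of 0.285, the adjusted p was 0.002185 for *Il5*, 0.001717 for *Il13*, 0.02201 for *Areg* and 0.08575 for *Il9* (limma). The paper reports all of these cytokine genes, *Il9* included, as downregulated without Cbfβ.

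**Figure D5:**
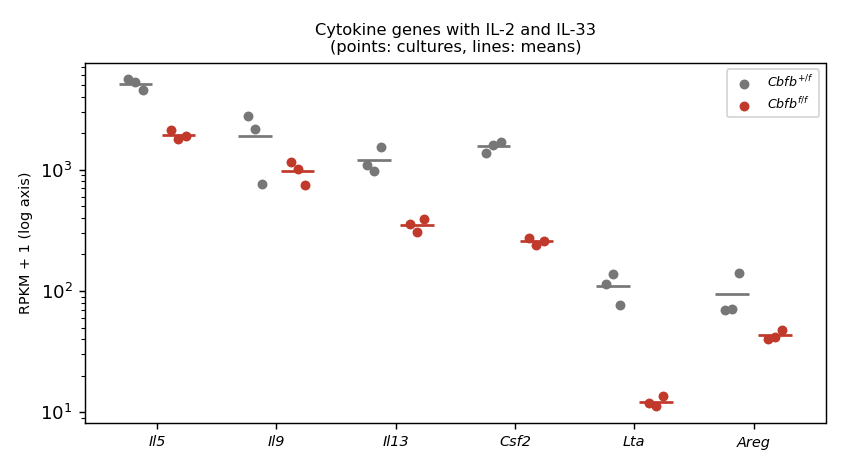
RPKM + 1 on a log axis in each sample of ILC2s cultured with IL-2 and IL-33, grey for *Cbfb* +/f PLZF-Cre and red for *Cbfb* f/f PLZF-Cre, with a line at the mean of 3 samples. The *Cbfb* f/f PLZF-Cre values of *Il5* lie between 1774 and 2109 RPKM, below the lowest *Cbfb* +/f PLZF-Cre value of 4540 RPKM, while those of *Il9* overlap with the third *Cbfb* +/f PLZF-Cre sample.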

To remain activated, ILC2s require activating signals through cell surface receptors, including *IL7r*, *Il9r, IL4ra, Icos*, and *Nmur1*, which all show reduced expression in the absence of Cbfβ (Fig. 4e, g). 

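Among the receptor genes, *Il7r* had 52.14 ± 4.93 RPKM (SD, n = 3) in *Cbfb* +/f PLZF-Cre and 23.35 ± 0.84 RPKM in *Cbfb* f/f PLZF-Cre cultures (log2 fold change −1.12, standard error 0.11, adjusted p = 7.81e-04, limma). *Icos* fell from 203.7 ± 23.28 to 63.52 ± 6.34 RPKM (log2 fold change −1.66, standard error 0.13, adjusted p = 4.02e-04, limma). *Nmur1*, the gene for the neuromedin U receptor, fell from 52.04 ± 3.27 to 0.26 ± 0.12 RPKM (log2 fold change −5.4, standard error 0.12, adjusted p = 7.22e-06, limma). Smaller decreases were found for *Il4ra*, from 67.72 ± 9.71 to 41.2 ± 3.67 RPKM (log2 fold change −0.7, standard error 0.13, adjusted p = 0.01369, limma), and for *Il9r*, from 13.24 ± 5.15 to 6.32 ± 0.87 RPKM (log2 fold change −0.91, standard error 0.25, adjusted p = 0.04643, limma). In all 5 genes the *Cbfb* f/f PLZF-Cre values lay below the *Cbfb* +/f PLZF-Cre values without overlap, for which the exact permutation p is 0.1, the minimum for 3 against 3 samples. The result for *Il4ra* depended most on the setting, since its adjusted p rose to 0.3034 with all 12 samples in one fit (limma) and stayed under 0.05 in 3 of the 6 fits that left out one sample. For *Il9r* it rose to 0.07072 without the filter on low values (limma) and stayed under 0.05 in 2 of those 6 fits. With the replicate block from the labels (mean r of same-numbered samples 0.285), the adjusted p was 0.02521 for *Il9r*, 0.03644 for *Il4ra* and 0.003694 for *Il7r* (limma). The paper names these receptors as sources of signals that ILC2s need to stay activated, and reports all of them as lower without Cbfβ.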

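Fig. 4e shows 11 genes as T cell exhaustion markers. In the cultured ILC2s, 6 of them were higher in *Cbfb* f/f PLZF-Cre than in *Cbfb* +/f PLZF-Cre samples with an adjusted limma p-value under 0.05, 2 were lower (*Cd44* and *Icos*), and *Cd69*, *Pdcd1*, and *Prdm1* did not pass the threshold. *Il10* had 2.38 ± 0.49 RPKM (SD, n = 3) in *Cbfb* +/f PLZF-Cre and 61.54 ± 5.4 RPKM in *Cbfb* f/f PLZF-Cre ILC2s (log2 fold change 4.22, standard error 0.14, adjusted p = 3.74e-05, limma). *Tigit* rose from 13.57 ± 3.7 to 38.94 ± 1.44 RPKM (log2 fold change 1.48, standard error 0.18, adjusted p = 0.002218, limma). *Klrg1* rose from 55.82 ± 8.33 to 254.4 ± 13.06 RPKM (log2 fold change 2.18, standard error 0.13, adjusted p = 1.51e-04, limma) and *Tnfrsf18* from 85.39 ± 9.45 to 249.8 ± 29.72 RPKM (log2 fold change 1.54, standard error 0.13, adjusted p = 4.95e-04, limma). *Ctla4* and *Lag3* were near 0 in the control and low in *Cbfb* f/f PLZF-Cre ILC2s. *Ctla4* had 0.24 ± 0.12 and 5.05 ± 2.49 RPKM (log2 fold change 2.2, standard error 0.32, adjusted p = 0.004389, limma), and *Lag3* had 0.05 ± 0.04 and 6.89 ± 1.8 RPKM (log2 fold change 2.89, standard error 0.18, adjusted p = 1.76e-04, limma). *Prdm1* changed from 8.74 ± 2 to 13.46 ± 1.26 RPKM, and its adjusted p of 0.05142 lay just above the threshold (log2 fold change 0.59, standard error 0.17, limma). In *Tnfrsf18*, *Klrg1*, *Tigit*, *Prdm1*, *Il10*, *Ctla4*, and *Lag3* all *Cbfb* f/f PLZF-Cre values exceeded all *Cbfb* +/f PLZF-Cre values (exact permutation test, p = 0.1, as low as 3 against 3 samples can give). A pseudocount of 0.1 in place of 1 changed the low genes most, bringing the log2 fold change of *Lag3* to 5.58 and that of *Ctla4* to 3.83. With the replicate number of the labels as a block, whose pairing check gave a mean r of 0.285, the adjusted p was 0.03276 for *Prdm1*, 0.005012 for *Tigit* and 0.001098 for *Il10* (limma). The paper likens *Cbfb* f/f PLZF-Cre ILC2s to exhausted T cells on the basis of these markers.

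**Figure D6:**
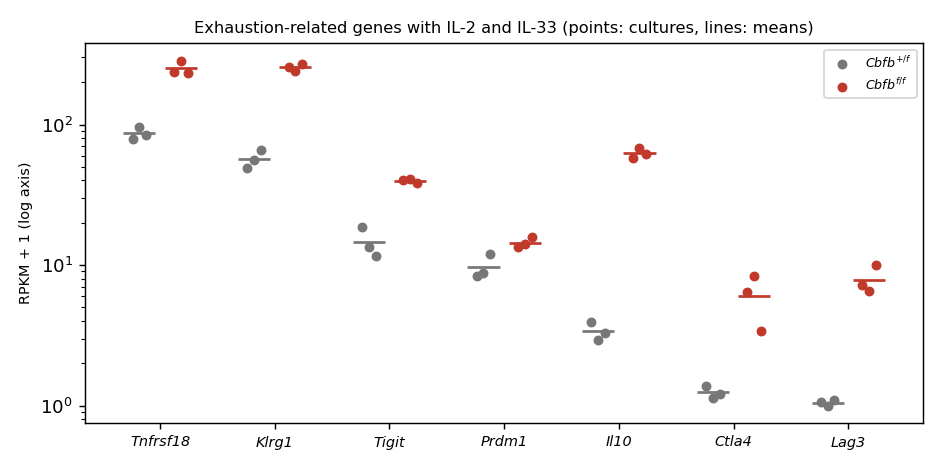
RPKM + 1 on a log axis of exhaustion marker genes in each sample of ILC2s cultured with IL-2 and IL-33, grey for *Cbfb* +/f PLZF-Cre and red for *Cbfb* f/f PLZF-Cre, with a line at the mean of 3 samples. The *Cbfb* f/f PLZF-Cre values of *Il10* lie between 56.85 and 67.45 RPKM and the *Cbfb* +/f PLZF-Cre values between 1.94 and 2.91 RPKM.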

In contrast, Cbfβ-deficient ILC2s expressed high levels of T cell exhaustion markers, including the *Tnfrsf18* encoding GITR, *Klrg1*, *Tigit*, *Prdm1* encoding Blimp1, *Il10*, *Ctla4*, and *Lag3* genes (Fig. 4e, h)^14^. Gene set enrichment analysis indicated that Cbfβ-deficient ILC2s stimulated with IL-33 had a signature of exhausted CD8^+^ T cells (Fig. 4i). Since the TIGIT and IL-10 expression levels were low in the control ILC2s, we thought that upregulation of TIGIT and IL-10 might be good marker for this hyporesponsiveness and confirmed the elevated expression of the IL-10 and TIGIT proteins in activated-ILC2s lacking Cbfβ in vitro (Fig. 4j, k). 

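In the cultured *Cbfb* +/f PLZF-Cre ILC2s, *Il10* had 2.91, 1.94 and 2.29 RPKM and *Tigit* had 17.71, 12.42 and 10.59 RPKM in the 3 samples. The cultured *Cbfb* f/f PLZF-Cre ILC2s had 56.85, 67.45 and 60.32 RPKM of *Il10* and 39.6, 39.93 and 37.29 RPKM of *Tigit*. The ratio of the means was 25.84 for *Il10* and 2.87 for *Tigit*, and neither gene overlapped between the genotypes (exact permutation test, p = 0.1, the smallest p available). The log2 fold change of *Tigit* moved between 1.33 and 1.68 when one sample was left out, and that of *Il10* between 4.12 and 4.33. From the low control levels the paper proposes both products as markers of the hyporesponsive state, which it then measured as protein.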

Collectively, ILC2s present in the lungs of the *Cbfb*^f/f^ PLZF-Cre mice show hyporesponsiveness to cytokine stimulation in vitro and acquire unique gene expression signatures similar to those observed in exhausted T cells.

**Fig. 4:**
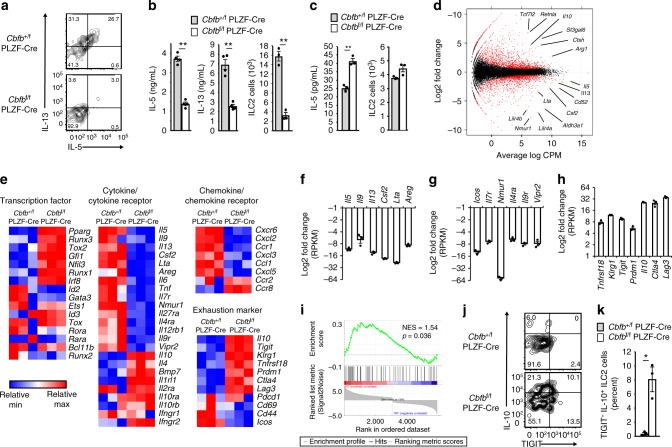
Cbfβ-deficient ILC2s show an exhausted-like phenotype after cytokine stimulation. ILC2s (CD45^+^ CD3^–^ CD19^–^ CD127^+^ CD25^+^ ST2^+^ KLRG1^+^) were sorted from the lungs of *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre mice and cultured with IL-2 and IL-33 (**a**, **b**, **d**–**k**) or IL-2 and IL-7 (**c**). The number of days is indicated below. **a** Flow cytometry analysis of IL-5 and IL-13 expression by ILC2s from the indicated mice cultured for 3 days. **b**, **c** The IL-5 (**b**, left; **c**, left) and IL-13 (**b**, middle) concentrations in the culture supernatants from the indicated mouse ILC2s on day 4 and the absolute number of cultured ILC2s (**b**, right; **c**, right) from the indicated mice on day 6. **d** MA plots of genes expressed in *Cbfb*^f/f^ PLZF-Cre ILC2s versus *Cbfb*^+/f^ PLZF-Cre ILC2s cultured with IL-5 and IL-13 for 4 days. Red dots indicate genes that were significantly differentially expressed (false discovery rate < 0.05). **e** Heat map of selected genes expressed in the cultured *Cbfb*^f/f^ PLZF-Cre ILC2s versus *Cbfb*^+/f^ PLZF-Cre ILC2s (**e**). **f**, **g**, **h** Mean fold change of RPKM values of the indicated genes in *Cbfb*^f/f^ PLZF-Cre ILC2s versus *Cbfb*^+/f^ PLZF-Cre ILC2s. **i** Gene set enrichment analysis of signature genes observed in exhausted CD8^+^ T cells performed on a gene set that was differentially expressed in *Cbfb*^f/f^ PLZF-Cre ILC2s stimulated with IL-33 in vitro compared to *Cbfb*^+/f^ PLZF-Cre ILC2s. **j** Flow cytometry analysis of TIGIT and IL-10 expression by cultured ILC2s from the indicated mice on day 6. **k** The frequency of TIGIT^+^ IL-10^+^ cells in the indicated ILC2s was determined by flow cytometry as in **j**. Numbers indicate the percentages of cells in each quadrant (**a**, **j**). In **b**, **c**, **k**, *p *<* 0.05 and **p < 0.01 by Student’s *t*-test. Data are representative of at least two independent experiments (mean ± s.d. of four mice in **b**, **c** and of three mice in **k**)

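Among the 11773 genes tested in the cultured ILC2s, 1497 were higher and 813 lower in *Cbfb* f/f PLZF-Cre than in *Cbfb* +/f PLZF-Cre samples with an adjusted limma p-value under 0.05, which is 19.6% of the genes. The methods name edgeR for the differentially expressed genes of the paper, which needs counts, and the files analysed here hold RPKM. Supplementary Data 2 gives the paper's reported lists of 1538 higher and 1415 lower genes. Of the higher list 932 genes were tested, of which 930 were higher in *Cbfb* f/f PLZF-Cre ILC2s and 833 (89.4%) passed the threshold. Of the lower list 1003 genes were tested, of which 995 were lower and 689 (68.7%) passed it. The genes with the largest changes and no overlap between the genotypes were *Retnla* (log2 fold change 6.29), *Lilrb4a* (−6.09), *Cst10* (5.88), *Aldh3a1* (−5.85) and *Gm13304* (5.56). Of the other genes labelled in Fig. 4d, *Tcf7l2* (log2 fold change 3.68), *St3gal6* (5.49), *Ctsh* (4.38) and *Arg1* (2.76) were higher and *Lilr4b* (−5.28) and *Cd52* (−2.7) were lower in *Cbfb* f/f PLZF-Cre ILC2s. For these 6 genes the adjusted p lay between 6.68e-06 and 5.32e-04 (limma), and the genotypes did not overlap (exact permutation test, p = 0.1, the smallest that 3 against 3 samples can give). With the replicate number of the labels as a block in the limma fit (mean r 0.285 for the same number and −0.142 for different numbers), 1400 genes were higher and 796 lower. A rule chosen after seeing the data, no overlap between the genotypes and no 0, moved the counts most, to 4060 higher and 1969 lower genes, and a minimum absolute log2 fold change of 1 left the fewest, 442 and 306. Over the 6 limma fits without one sample they ranged from 448 to 2644 and from 342 to 1066, with the highest counts without the third *Cbfb* +/f PLZF-Cre sample.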

IL-10 and inhibitory signals through TIGIT could be responsible for the low reactivity of the *Cbfb*^f/f^ PLZF-Cre ILC2s against IL-33 stimulation. However, the IL-10 concentration in the culture supernatant of *Cbfb*^f/f^ PLZF-Cre ILC2s was not high enough to detect the slight inhibitory effect on ILC2s (Supplementary Fig. 5a, b). Neutralization of IL-10 did not cancel the low reactivity of the *Cbfb*^f/f^ PLZF-Cre ILC2s against IL-33 (Supplementary Fig. 5c). 

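CD112 is encoded by *Nectin2* and CD155 by *Pvr*. In the ILC2s cultured with IL-2 and IL-33, *Nectin2* had 0, 0.19 and 0.26 RPKM in the *Cbfb* +/f PLZF-Cre samples and 0.53, 0.51 and 0.45 RPKM in the *Cbfb* f/f PLZF-Cre samples, and it did not pass the filter for testing. *Pvr* had 1.73, 1.62 and 1.54 RPKM in the *Cbfb* +/f PLZF-Cre samples and 2.06, 2.59 and 1.59 RPKM in the *Cbfb* f/f PLZF-Cre samples. Its means of 1.63 ± 0.1 RPKM (SD, n = 3) and 2.08 ± 0.5 RPKM differed by less than the spread of the *Cbfb* f/f PLZF-Cre samples (log2 fold change 0.21, standard error 0.15, adjusted p = 0.3567, limma; exact permutation test, p = 0.3). These values are sums over the transcripts of each gene, and the depth behind them is unknown, so no lowest detectable RPKM can be given. With a pseudocount of 0.1 the log2 fold change of *Pvr* was 0.31. With low ligand expression added to its experiments on IL-10, the paper concludes that TIGIT and IL-10 do not account for the low reactivity of *Cbfb* f/f PLZF-Cre ILC2s.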

In addition, our RNA sequence analysis showed that the expression levels of TIGIT ligands, such as CD112 and CD155, were quite low in ILC2s; the RPKM values of these molecules were less than 1. Therefore, the low reactivity of ILC2s without Cbfβ function did not result from increased IL-10 or TIGIT expression.

To determine what Runx proteins were responsible for this hyporesponsiveness to cytokine stimulation, we deleted Cbfβ, Runx1, Runx3, or both Runx1 and Runx3 by oral tamoxifen administration to *Cbfb*^f/f^ ERT2-Cre, *Runx1*^f/f^ ERT2-Cre, *Runx3*^f/f^ ERT2-Cre, or *Runx1*^f/f^ *Runx3*^f/f^ ERT2-Cre mice as described above and stimulated the intestinal ILC2s with IL-2 and IL-33 in vitro. Runx1 or Runx3 single deletion resulted in minor changes in IL-5 and IL-13 production by the ILC2s (Supplementary Fig. 6a, b). However, when Runx1 and Runx3 were both deleted, IL-5 and IL-13 production were both reduced to the level observed in the Cbfβ-deleted ILC2s. In addition, we performed ChIP sequence analysis for Runx1 and Runx3 binding in ILC2s activated with IL-33 to examine the differential functions of Runx1 and Runx3 in the hyporesponsiveness of ILC2s. However, generally the binding patterns were comparable between Runx1 and Runx3 (Supplementary Fig. 6c, d). Collectively, both Runx1 and Runx3 serve as inhibitors of the exhausted-like phenomenon in cooperation with Cbfβ.

### GATA-3-dependent and GATA-3-independent functions of Runx in ILC2s

We sought to investigate how pre-activated *Cbfb*^f/f^ PLZF-Cre ILC2s at steady state showed hyporesponsiveness to IL-33 stimulation. First, we hypothesized that GATA-3 overactivation due to the absence of antagonizing effects by the Runx protein pushed ILC2s into an overactivated hypofunctional state. However, over-expressed GATA-3 still enhanced IL-5 and IL-13 production by ILC2s in response to IL-33 in vitro (Fig. 5a, b). To examine whether the Runx proteins inhibited ILC2 activity by antagonizing GATA-3 as observed in the steady-state ILC2s, we evaluated cytokine production by IL-33-stimulated ILC2s over-expressing Runx3. Interestingly, Runx3 over-expression dampened cytokine production by ILC2s in response to IL-33. Thus, the Runx proteins apparently inhibit ILC2 activity in a dose-dependent manner even after IL-33 stimulation.

**Fig. 5:**
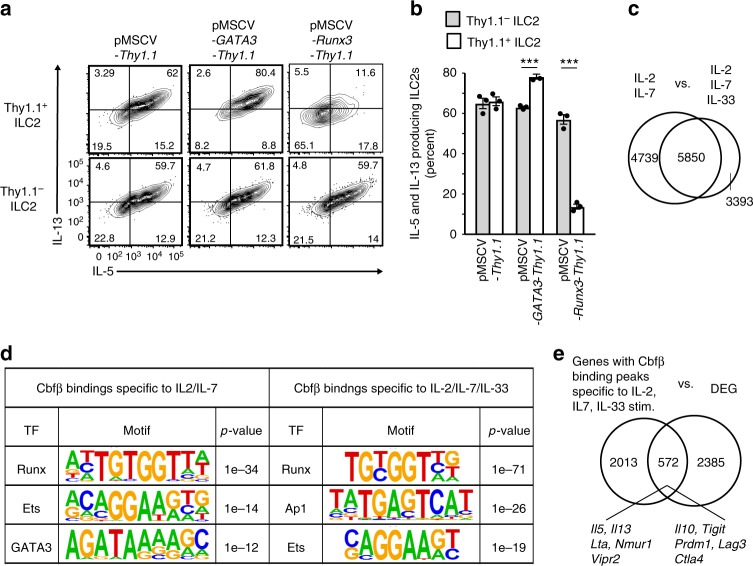
Differential functions of the GATA-3 and Runx proteins in activated ILC2s. **a** Flow cytometry analysis of IL-5 and IL-13 production by ILC2s transfected with the indicated retroviral vectors and cultured with IL-2, IL-7, and IL-33. Thy1.1 is a surrogate marker for transduction. **b** The frequency of cells producing both IL-5 and IL-13 in the indicated ILC2s was determined by flow cytometry as in **a**. **c** Venn diagram showing the number of binding events in ILC2s cultured with IL-2/IL-7 or IL-2/IL-7/IL-33 in vitro. **d** Motif analysis of Cbfβ binding peaks specific to the indicated ILC2s. **e** Venn diagram showing the number of genes with Cbfβ binding peaks specific to ILC2s cultured with IL2/IL-7/IL33 in vitro and differentially expressed genes (DEG) in *Cbfb*^f/f^ PLZF-Cre ILC2s compared to *Cbfb*^+/f^ PLZF-Cre ILC2s. The numbers indicate the percentages of cells in each quadrant (**a**). In **b**, ***p < 0.001 by Student’s *t*-test. Data are representative of at least two independent experiments (mean ± s.d. of three mice in **b**)

Since high transcription factor expression is not always required for enhancer or repressor function, we hypothesize that a dose-independent and GATA-3-independent function of Runx proteins should exist as an epigenetic modulator for ILC2s to normally respond to IL-33. To test this possibility, we examined Cbfβ binding in ILC2s cultured with or without IL-33 by ChIP sequence analysis and found that new Cbfβ binding peaks appeared in ILC2s cultured with IL-33 (Fig. 5c). The GATA-3 motif was not ranked in at least the top ten motifs of the Cbfβ binding peaks specific for ILC2s stimulated with IL-33 (Fig. 5d). Furthermore, the IL-33-specific Cbfβ binding peaks were located at genes for ILC2 function, including *Il5*, *Il13*, *Lta*, *Nmur1*, and *Vipr2*, and genes for exhaustion markers, including *Il10*, *Tigit*, *Prdm1*, *Lag3*, and *Ctla4* (Fig. 5e). Examples of these GATA-3-independent Cbfβ biding peaks are shown in Fig. 6a. Thus, Cbfβ binding specific to IL-33 stimulation is independent of GATA-3 and is associated with a gene expression profile of exhausted-like ILC2s, suggesting a GATA-3-independent function of the Runx proteins in ILC2 reactivity against IL-33.

**Fig. 6:**
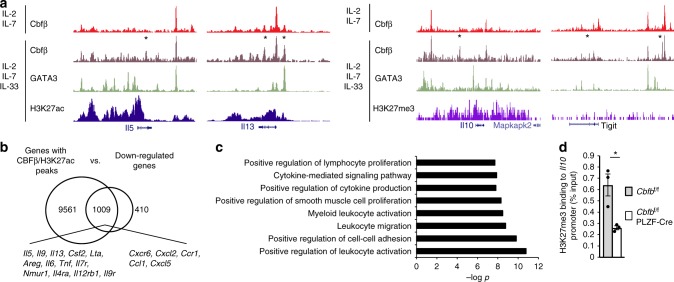
Enhancer and repressor activities of Runx proteins in ILC2s stimulated with IL-33. **a** Tracks of Cbfβ ChIP sequence traces in ILC2s cultured with IL-2 and IL-7 (top) and Cbfβ, GATA-3, H3K27 acetylation (ac), and H3K27 trimethylation (me3) ChIP sequence traces in ILC2s cultures with IL-2, IL-7, and IL-33 (bottom three). Asterisks(*) indicates a differential peak in IL2s cultured with IL-2, IL-7, and IL-33 compared to ILC2s cultured with IL-2 and IL-7. **b** Venn diagram showing the number of genes with Cbfβ binding peaks marked by H3K27ac peaks (left) and the downregulated genes in the Cbfβ-deficient ILC2s as determined by RNA sequence analysis (right). **c** Gene ontology enrichment analysis using the top 200 downregulated genes out of the 1009 genes in **a** (middle). Bar plots indicates the –log *p* value for GO term enrichment. **d** H3K27me3 binding to the *Il10* promoter locus in the indicated mouse ILC2s cultured with IL-2. IL-7, and IL-33. In **d**, *p < 0.05 by Student’s *t*-test. Data are representative of two independent experiments (mean ± s.d. of three mice in **d**)

### Enhancer or repressor functions of Runx in activated ILC2s

We assessed the possibility that Runx/Cbfβ complexes bound to enhancers of gene loci related to ILC2 activity and repressors of exhaustion marker gene loci in ILC2s stimulated with IL-33. For this purpose, we determined which Cbfb binding peaks were marked by H3K27 acetylation for enhancer regions or H3K27 trimethylation for repressed gene regions in ILC2s stimulated with IL-33 (Fig. 6a, b and Supplementary Data 2). 

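Supplementary Data 2 lists 1007 genes with both Cbfβ and H3K27 acetylation peaks that the authors found downregulated in *Cbfb* f/f PLZF-Cre ILC2s, and the ChIP sequence values themselves were not analysed here. In the RNA of the cultured ILC2s, 993 of these genes were found and 848 were tested. Of the tested genes, 841 had a lower and 7 a higher mean in *Cbfb* f/f PLZF-Cre than in *Cbfb* +/f PLZF-Cre samples, and 583 were lower with an adjusted limma p-value under 0.05. Their median log2 fold change was −0.72, with quartiles at −1.09 and −0.54. The list was drawn from the authors' downregulated genes, which contain 1006 of its members, so the direction was set by the selection. The paper set out to assess possible binding of Runx/Cbfβ complexes to enhancers. It reports an association of acetylated Cbfβ peaks with ILC2 functional genes that were lower without Cbfβ.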

Cbfβ binding peaks overlapping with H3K27 acetylation peaks were associated with ILC2 functional genes that were downregulated in the hyporesponsive Cbfβ-deficient ILC2s (Fig. 4e). Gene ontology analysis of the genes with both Cbfβ and H3K27 acetylation peaks indicated that Cbfβ globally regulated genes involved in positive regulation of proliferation, cytokine production, cytokine-mediated signaling, leukocyte migration, and leukocyte adhesion (Fig. 6c). In contrast, the H3K27 trimethylation status of the exhaustion marker genes was variable. Among the genes listed as exhaustion markers in Fig. 4h, H3K27 trimethylation was observed in the *Il10*, *Prdm1*, and *Ctla4* loci. Since IL-10 is a good marker for exhausted-like ILC2s, we confirmed the reduced H3K27 trimethylation level in the *Il10* promoter region of *Cbfb*^f/f^ PLZF-Cre ILC2s activated by IL-33, indicating that the *Il10* locus was repressed by Runx proteins in part through H3K27 trimethylation (Fig. 6d). Collectively, Runx/Cbfβ complexes have comprehensive effects as transcription factors on the gene expression profile of exhausted-like ILC2s.

### Runx deficiency in ILC2s ameliorates allergic inflammation

ILC2_10_s can be found in vivo during chronic or severe inflammation^12^. To identify TIGIT^+^ IL-10^+^ ILC2s in physiological settings, we took advantage of a severe subacute asthma model with IL-10-Venus reporter mice administered a high dose of papain every three days. On day 7 after administration of three papain doses, ILC2s producing IL-10 were observed in the BAL fluid and lung (Fig. 7a, b). However, TIGIT^+^IL-10^+^ ILC2s were found only in the BAL fluid, which was the site of severe inflammation, but not in the lung. Since most TIGIT^+^ ILC2s expressed IL-10-Venus, TIGIT^+^ ILC2s can represent TIGIT^+^IL-10^+^ ILC2s. The TIGIT^+^ ILC2s in the BAL fluid are a small population of activated ILC2s that are marked by PD-1, GITR, and KLRG1 expression^15,25^ and are not inflammatory ILC2s due to normal ST2 expression (Fig. 7c)^22^. TIGIT^+^ ILC2s did not proliferate well, as determined by diminished Ki67 staining and were negative for a dead cell marker (Fig. 7d, e). The RT-PCR assay indicated lower *Il5* and *Il13* expression in the TIGIT^+^ ILC2s than in the TIGIT^–^ ILC2s. The hyporesponsive TIGIT^+^ ILC2s emerged in the lung, as well as in the BAL fluid, when the mice were treated with papain every three days for a month (Supplementary Fig. 7a). Furthermore, to examine whether the TIGIT^+^IL-10^+^ ILC2s in the BAL fluid were similar to the hyporesponsive Cbfβ-deficient ILC2s, we performed RNA sequence analysis by barcoding individual cDNA molecules from one hundred TIGIT^+^ and TIGIT^–^ ILC2s. The sample number (*n* = 3) and assay sensitivity were not sufficient to observe a significant reduction of *Il5* and *Il13* expression in the TIGIT^+^ ILC2s, although the *Il5* and *Il13* transcript levels were significantly decreased in the TIGIT^+^ ILC2s based on a sensitive RT-PCR analysis (Fig. 7f, Supplementary Fig. 8, and Supplementary Data 3). Despite these limitations, the gene set enrichment analysis showed that the signature genes of TIGIT^+^ ILC2s in the BAL fluid were enriched in the low-reactive Cbfβ-deficient ILC2s. 

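The signature of TIGIT+ ILC2s was taken from Supplementary Data 3, which lists 131 genes higher and 574 genes lower in TIGIT+ than in TIGIT- ILC2s. In the ILC2s cultured with IL-2 and IL-33, 126 of the higher genes were found among the 20542 genes ranked by the signal-to-noise ratio of RPKM between *Cbfb* f/f PLZF-Cre and *Cbfb* +/f PLZF-Cre samples. Their NES was 1.35 (permutation p = 0.04123, 10000 permutations of the gene set), and 21 of the 112 tested genes were higher and 6 lower in *Cbfb* f/f PLZF-Cre ILC2s with an adjusted limma p-value under 0.05. The genes lower in TIGIT+ ILC2s, of which 552 were ranked, had an NES of −1.38 (permutation p = 0.006623), while 61 of their 533 tested genes were higher and 58 lower past the threshold. The higher genes had an NES between 1.31 and 1.42 and the lower genes between −1.39 and −1.08 when one sample was left out. The permutation p stayed under 0.05 in 4 of these 6 rankings for the higher genes and in 5 of 6 for the lower genes. Without the third *Cbfb* +/f PLZF-Cre sample that of the lower genes was 0.1223. Ranking by log2(RPKM + 1) reduced the scores to 1.19 (permutation p = 0.1591) and −0.98 (permutation p = 0.6311). Genes are not independent, so these p-values do not account for the variation between cultures. The paper concludes from the enrichment that the TIGIT+ ILC2s of severe allergy resemble ILC2s without Cbfβ.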

Thus, severe allergy induced hyporesponsive TIGIT^+^ IL-10^+^ ILC2s similar to Cbfβ-deficient ILC2s.

**Fig. 7:**
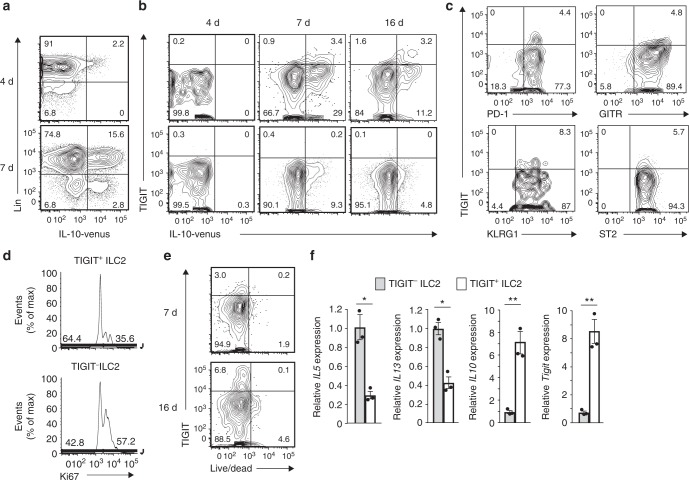
Exhausted-like ILC2s appear at the severe inflammation site. **a**–**f** IL-10-Venus mice (**a**, **b**) or C57BL/6 mice (**c**–**f**) were administered papain intranasally every 3 days for the indicated time frame. **a**, **b** Flow cytometry analysis of TIGIT and IL-10-Venus expression by lineage-negative or positive cells (**a**) and ILC2s (CD45^+^ CD3^–^ CD19^–^ NK1.1^–^ CD11b^–^ Gr1^−^ Ter119^–^ CD127^+^ CD25^+^ ST2^+^) in the bronchoalveolar lavage (BAL) fluid (**b**) on the indicated day. **c** Flow cytometry analysis of expression of the indicated molecules by ILC2s in the BAL fluid on day 7. **d** Flow cytometry analysis of Ki67 expression by TIGIT^+^ (top) or TIGIT^–^ ILC2s (bottom) in the BAL fluid on day 7. **e** Flow cytometry analysis of TIGIT expression and the Live/Dead marker by ILC2s in the BAL fluid on days 7 and 16. **f** Quantitative RT-PCR analysis of the indicated gene transcripts in TIGIT^–^ and TIGIT^+^ ILC2s in the BAL fluid on day 7. For the flow cytometry plots, the numbers indicate the percentages of cells in each quadrant (**a**–**c**, **e**). In **f**, *p < 0.05 and **p < 0.01 by Student’s *t*-test. Data are representative of at least two independent experiments (mean ± s.d. of technical triplicates collected from 18 mice in **f**)

To investigate the impact of increased exhausted-like ILC2s resulting from Cbfβ deficiency on inflammation, we created a subacute asthma model with a high dose of papain using congenic mice adoptively transferred with bone marrow cells from either *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre mice. As expected, the recipients of the *Cbfb*^f/f^ PLZF-Cre bone marrow cells had reduced eosinophils and ILC2s in the BAL fluid and lungs (Fig. 8a), which were accompanied by a reduction in IL-5 and IL-13 production in the BAL fluid (Fig. 8b), as well as less immune cell infiltration around the bronchi (Fig. 8c, d) than those of the *Cbfb*^+/f^ PLZF-Cre cell recipients. Furthermore, ILC2s without Cbfβ function in the lung generated an increased TIGIT^+^ fraction and produced less IL-5 and IL-13 but more IL-10 than the control ILC2s (Fig. 8e–g). However, the increased IL-10 from the Cbfβ-deficient ILC2s did not seem to be responsible for the reduced allergic inflammation, because the IL-10 concentration of the BAL fluid was not increased in the papain-treated recipients of the *Cbfb*^f/f^ PLZF-Cre bone marrow cells, probably due to higher IL-10 production by lineage^+^ cells than by ILC2s (Figs. 7a, 8b). Cell-intrinsic hyporeactivity of *Cbfb*^f/f^ PLZF-Cre ILC2s was also confirmed by bone marrow competition (Fig. 8h). Thus, the exhausted-like phenomenon in ILC2s was associated with decreased inflammation mediated by eosinophils.

**Fig. 8:**
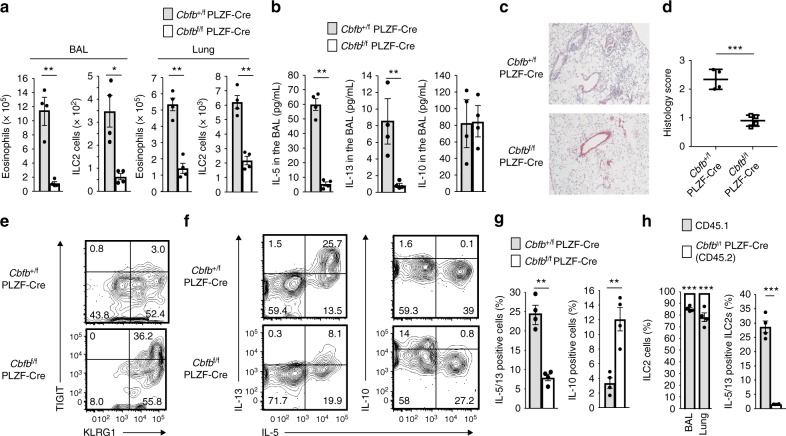
Cbfβ contributes to allergy by inhibiting the emergence of exhausted-like ILC2s. CD45.1^+^ congenic mice were adoptively transferred with bone marrow cells from either *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre mice and administered papain intranasally every 3 days three times at 12 weeks after transfer. On the day following the last papain treatment, assays were performed. **a** Absolute numbers of eosinophils (CD45^+^ CD11c^–^ Siglec F^+^) and ILC2s in the BAL fluid and the lung from the indicated recipient mice. **b** The IL-5, IL-13, and IL-10 concentrations in the BAL fluid from the indicated recipient mice. **c**, **d** HE staining (**c**) and histology scores (**d**) of the lung from the indicated recipient mice (scale bar, 100 µm). **e**, **f** Flow cytometry analysis of TIGIT, KLRG1 (**e**), IL-5, IL-13, and IL-10 (**f**) expression by ILC2s from the lung of the indicated recipient mice. **g** The frequency of ILC2s producing both IL-5 and IL-13 or IL-10 was determined by flow cytometry as in **f**. **h** CD45.1^+^/CD45.2^+^ mice were adoptively transferred with 50% CD45.1^+^ bone marrow cells and 50% CD45.2^+^ *Cbfb*^f/f^ PLZF-Cre bone marrow cells. At 12 weeks after transfer, the recipient mice were treated with papain as in **a**. Chimerism of CD45.1^+^ and CD45.2^+^ ILC2s in the BAL fluid and lung (right) and the frequency of ILC2s producing IL-5 and IL-13 of the CD45.1^+^ and CD45.2^+^ ILC2s in the lung was determined by flow cytometry (left). For the flow cytometry plots, the numbers indicate the percentages of cells in each quadrant (**e**, **f**). In **a**, **b**, **g**, **h**, *p < 0.05, **p < 0.01, and *p < 0.001 by Student’s *t*-test. Data are representative of at least two independent experiments (mean ± s.d. of four mice in **a**, **b**, **g** and of three mice in **h**)

To determine the function of Cbfβ-deficient ILC2s in the chronic allergy model, mice were continuously administered a high dose of papain every three days for one month as a severe chronic allergy model (Supplementary Fig. 7c) or a high dose of papain every three days three times followed by the same course of papain treatment after a two week cessation period as a repeated chronic allergy model (Supplementary Fig. 7d). Cbfβ-deficient ILC2s did not respond well to papain stimulation in the model mice. However, the hyporesponsive *Cbfb*^f/f^ PLZF-Cre ILC2s were associated with reduced eosinophil recruitment only after a 2nd course of papain challenge. Thus, Runx/Cbfβ complexes in ILC2s play a critical role in inflammatory responses to repeated allergen stimulation.

To further determine the effect of Cbfβ deficiency in ILC2s on allergic inflammation, we adoptively transferred Cbfβ-deficient ILC2s prepared by Cbfβ deletion during in vitro culture of lung ILC2s into *Rag2*^–/–^ *Il2rg*^–/–^ mice lacking both acquired immunity and innate lymphoid cells. Prior to the adoptive transfer, we confirmed acquisition of an exhausted-like phenotype including high IL-10 and TIGIT expression with low IL-5 and IL-13 production due to Cre-mediated conversion of the floxed allele (Fig. 9a, b). The *Rag2*^–/–^ *Il2rg*^–/–^ recipients were intranasally administered papain for 3 consecutive days. Analysis of these mice on day 3 revealed that the transferred Cbfβ-deficient ILC2s were less capable of recruiting eosinophils to the bronchoalveolar space and the lung (Fig. 9c), with a decreased amount of IL-5 in the BAL fluid and increased epithelial damage (Fig. 9d–f). These data indicate that Cbfβ is required for the ability of ILC2s to trigger and extend allergic inflammation and to prevent them from falling into an exhausted-like state in inflamed tissues.

**Fig. 9:**
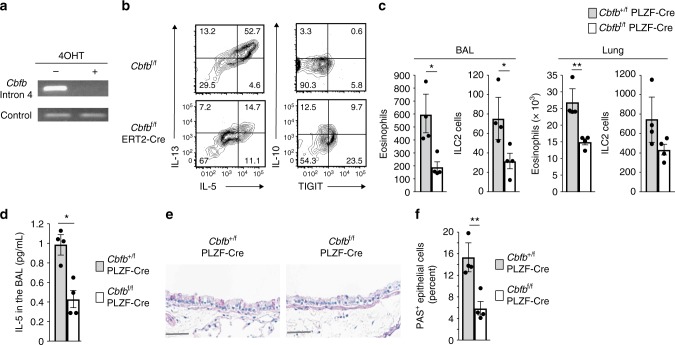
Exhausted-like hyporesponsiveness of ILC2s attenuates allergic inflammation. **a** PCR analysis of the floxed intron 4 in the *Cbfb* gene compared to the unfloxed genes (control) in *Cbfb*^f/f^ ERT2-Cre ILC2s cultured with IL-2, IL-7, and IL-33 with or without 4-hydroxytamoxifen (4OHT). **b** Flow cytometry analysis of IL-5, IL-13, IL-10, and TIGIT expression by *Cbfb*^f/f^ or *Cbfb*^f/f^ ERT2-Cre ILC2s cultured with 4OHT. **c**–**f** *Rag2*^–/–^ *Il2rg*^–/–^ mice were adoptively transferred with *Cbfb*^f/f^ or *Cbfb*^f/f^ ERT2-Cre ILC2s (1 × 10^6^ cells/mouse) prepared as in **b** and administered papain intranasally on days 0, 1, and 2. On day 3, the absolute numbers of eosinophils and ILC2s in the bronchoalveolar lavage (BAL) fluid and lung (**c**) and the IL-5 concentration in the BAL fluid (**d**) from the recipient mice were analyzed by flow cytometry and ELISA, respectively. Histology (**e**) and the frequency (**f**) of PAS-positive lung epithelial cells in the indicated recipients. In **c**, **d**, **f**, *p *<* 0.05 and **p < 0.01 by Student’s *t*-test. Data are representative of at least two independent experiments (mean ± s.d. of four mice in **c**, **d**, **f**)

## Discussion

We have shown here that Runx/Cbfβ complexes suppress the basal activity of ILC2s, which can recruit eosinophils through IL-5 production under steady-state conditions. However, under allergic conditions, Runx/Cbfβ complexes support the ability of ILC2s to exert their helper functions for type 2 immunity. Diminished activity of ILC2s lacking Runx under allergic inflammatory conditions was accompanied by increased expression of T cell exhaustion markers, such as IL-10 and TIGIT. Mechanistically, Runx/Cbfβ complexes contribute to epigenetic modification for a gene expression profile of the exhausted-like ILC2s. These TIGIT^+^ IL-10^+^ ILC2s were identified even in mice with allergen-induced subacute or chronic inflammation. Finally, transferred ILC2s with exhausted-like characteristics lacked an appropriate capacity for allergic immune responses in vivo. Thus, our results revealed an essential regulation of ILC2 function by Runx proteins and an accelerated emergence of exhausted-like ILC2s in the absence of Runx/Cbfb complexes.

We used PLZF-Cre mice to induce dysfunction of Cbfβ in ILC2s. We obtained a Cbfβ deletion that was rather specific to ILC subsets in *Cbfb*^f/f^ PLZF-Cre mice, although PLZF-Cre is expressed in unknown progenitor cells for most haematopoietic cells. We cannot completely deny the possibility that any small population of haematopoietic cells may be affected in the *Cbfb*^f/f^ PLZF-Cre mice. Therefore, using PLZF-Cre mice for an ILC study is quite risky and requires precise examination of the deletion effect on the haematopoietic populations, as described in our paper.

Since both TIGIT and IL-10 are induced by IL-33^12^, a strong IL-33 signal should be required for the generation of TIGIT^+^ IL-10^+^ ILC2s. The hyporesponsive TIGIT^+^ IL-10^+^ ILC2s are apparently part of the activated ILC2s, because they express a series of activation markers, including PD-1 and KLRG1, which are also known inhibitory molecules. T cells become exhausted through interaction of their inhibitory receptors, such as CTLA-4 and PD-1, with cognate ligands on other cells^14^. Therefore, we can reasonably assume that the low reactivity of TIGIT^+^ IL-10^+^ ILC2s results from accumulated signals through those inhibitory molecules. Although we did not test the function of the individual inhibitory molecules on the TIGIT^+^ IL-10^+^ ILC2s, we clearly showed that the emergence of hyporeactive TIGIT^+^ IL-10^+^ ILC2s was negatively regulated by Runx/Cbfβ complexes.

Chronic or severe inflammation is required to induce TIGIT^+^ IL-10^+^ ILC2s. If ILC2s have functional Runx proteins, then hyporesponsive TIGIT^+^ IL-10^+^ ILC2s are rare even after continuous inhalation of papain for one month. Furthermore, *Cbfb*^f/f^ PLZF-Cre ILC2s with low reactivity were not associated with attenuation of chronic allergy. These data indicate that TIGIT^+^ IL-10^+^ ILC2s and ILC2s themselves play a limited role in the pathology of chronic inflammation. However, hyporesponsive ILC2s lacking Cbfβ protect the host from exaggerated allergic inflammation when repeatedly treated with allergen. Therefore, regulation of ILC2 functions by Runx/Cbfb complexes is critical for the pathogenesis of acute exacerbation of chronic allergy.

ILC2_10_s are identified by low *Tnf*, *Lta*, *Il2*, *Retnla*, and *Ccl1* expression and high *Il10* and *Id3* expression compared to the expression levels of the non-IL-10 producers^12^. 

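In the ILC2s cultured with IL-2 and IL-33, *Tnf* fell from 5.09 ± 1.73 RPKM (SD, n = 3) in *Cbfb* +/f PLZF-Cre to 1.74 ± 0.14 RPKM in *Cbfb* f/f PLZF-Cre samples (log2 fold change −1.11, standard error 0.23, adjusted p = 0.01636, limma). *Ccl1* fell from 15.58 ± 7.97 to 0.52 ± 0.52 RPKM (log2 fold change −3.36, standard error 0.44, adjusted p = 0.002911, limma), and *Lta* had a log2 fold change of −3.12 (adjusted p = 2.95e-04, limma). *Retnla* had 0.06, 1.22 and 3.14 RPKM in the *Cbfb* +/f PLZF-Cre samples and 106.1, 178.9 and 243.6 RPKM in the *Cbfb* f/f PLZF-Cre samples, a log2 fold change of 6.29 (standard error 0.52, adjusted p = 4.90e-04, limma). In each of these genes the groups did not overlap (exact permutation test, p = 0.1, the floor for 3 against 3). *Il10* was higher in *Cbfb* f/f PLZF-Cre samples, with a log2 fold change of 4.22 (adjusted p = 3.74e-05, limma). Replacing the pseudocount of 1 by 0.1 moved *Retnla* to 7.56 and *Ccl1* to −4.83, and *Tnf* kept an adjusted p under 0.05 in 2 of the 6 fits without one sample. With the replicate block from the labels (mean r of same-numbered samples 0.285), the adjusted p was 4.71e-04 for *Retnla*, 0.01269 for *Ccl1* and 0.02897 for *Tnf* (limma). The paper compares *Cbfb* f/f PLZF-Cre ILC2s with ILC2_10_s on the basis of such genes and counts *Retnla* among the reduced ones. In these cultures *Retnla* was higher, opposite to that statement. *Tnf*, *Lta*, *Ccl1* and *Il10* changed in the direction that the paper names.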

Cbfβ-deficient ILC2s are somewhat similar to ILC2_10_s in that *Tnf*, *Lta, Retnla* and *Ccl1* expression is reduced in both cell types and IL-10 production is increased. However, Cbfβ ablation resulted in more global defects in ILC2 function, because ILC2s lacking Cbfβ poorly expressed the main effector cytokines, such as *Il5* and *Il13*, whereas ILC2_10_s produce large amounts of IL-5 and IL-13^12^. 

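*Id3* had 9.27, 7.63 and 12.47 RPKM in the cultured *Cbfb* +/f PLZF-Cre ILC2s and 14.26, 14.23 and 13.95 RPKM in the cultured *Cbfb* f/f PLZF-Cre ILC2s. The log2 fold change was 0.51 (standard error 0.17, adjusted p = 0.08272, limma), so the *Cbfb* f/f PLZF-Cre values were higher in every sample (exact permutation test, p = 0.1, the minimum) without passing the threshold after adjustment. Fits without one sample placed the log2 fold change between 0.36 and 0.69, and the adjusted p was under 0.05 in 1 of the 6. With the replicate block of the labels (mean r 0.285 for the same number), the adjusted p was 0.08634 (limma). From the poor expression of *Il5* and *Il13*, the exhaustion markers and *Id3*, the paper holds that *Cbfb* f/f PLZF-Cre ILC2s seem to differ from ILC2_10_s.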

Furthermore, the expression of T cell exhaustion markers is not increased on ILC2_10_s, whereas the high *Id3* expression observed in ILC2_10_s is not induced in Cbfβ-deficient ILC2s. Thus, the hyporesponsive ILC2s lacking Cbfβ seem to be different from ILC2_10_s.

Immunosenescence is another hyporesponsive state of immune cells that results from the effects of ageing. Cell cycle arrest related to telomere shortening or DNA damage is thought to be a common feature of cellular senescence^26^. Runx1 is involved in age-related changes in haematopoietic stem cells^27^. The regenerative capacity of HSCs declines following conditional ablation of Runx1 after an initial expansion^28^. In our study, we utilized a subacute or repeated allergy model to induce ILC2 hyporesponsiveness. Testing whether aging could be a trigger for senescent ILC2s and whether the absence of Runx function was involved in ILC2 senescence would be fascinating.

The concept of exhausted-like ILC2s provides a better understanding of normal ILC2 physiology. Many mouse models have successfully demonstrated the importance of ILC2s during the acute phase of an allergic response^29^. In addition, an important role of ILC2s in worsening of recurrent allergy has been suggested. ILC2s can also be trained by the initial allergic stimulation, resulting in production of higher T_H_2 cytokine levels after a second challenge^13^. The immune system always has delicate balancing mechanisms to maintain homeostasis. Exhausted-like hyporesponsiveness is one mechanism by which immune cells are prevented from overactivation and continuous production of harmful inflammatory cytokines. Therefore, ILC2s may possess a capacity to reduce their activity similar to that of exhausted T cells after chronic exposure to allergic stimuli.

The frequency and activity of ILC2s are both increased in patients with chronic type 2 inflammation, including asthma and atopic dermatitis and are also associated with the disease severity^30–32^. Given a possible role of chronic inflammation in tissues in providing environmental cues to induce low reactive ILC2s, an examination of whether hyporesponsive ILC2s are present in and beneficial for patients with chronic allergy will be important, especially in cases of acute disease exacerbation. Our study in mice revealed that attenuated Runx function accelerated the differentiation of ILC2s towards a hyporesponsive state. Further understanding of the molecular switch triggering exhausted-like ILC2s may provide a basis for the development of therapeutic targets to suppress allergic immune responses.

## Methods

### Mice

All mice were maintained at the RIKEN Center for Integrative Medical Sciences. The animal protocol was approved by the Institutional Animal Care and Use Committee of RIKEN Yokohama Branch. C57BL/6 mice and congenic CD45.1^+^ mice were obtained from the National Cancer Institute. IL-10-Venus reporter mice were kindly provided by Dr Kiyoshi Takeda at Osaka University. The *Cbfb*^f/f^ (Stock No. 008765), *Runx1*^f/f^ (Stock No. 008772), *Runx3*^f/f^ (Stock No. 008773), PLZF-Cre (Stock No. 024529), and ERT2-Cre mice (Stock No. 008463) were all obtained from Jackson Laboratories. All Cre-expressing mice were heterozygous.

### Cell preparation

Cells were isolated from the spleen, liver, BAL fluid, lung, and small intestine as previously reported^17^. The spleen and liver were dissected and smashed through a 70 µm strainer. Lymphocytes from the liver were resuspended in 40% Percoll and centrifuged at 2000 rpm at room temperature for 20 min. Cells at the bottom of the tube were collected for flow cytometry after red blood cell (RBC) lysis. BAL fluid was obtained by infusion of PBS through a catheter. The dissected lung was cut into small pieces, chopped with a razor blade, and incubated in 8 mL of digestion buffer containing RPMI medium with 2% FBS, 0.5 mg per mL of Collagenase IV (Sigma, C5138), and 0.05 mg per mL of DNase (Wako, 043-26773) at 200 rpm and 37 °C for 45 min. Digested cells were smashed through a 70 µm strainer and used for flow cytometry and cell culture after RBC lysis. Lung lymphocytes were further purified with a 40 and 80% Percoll gradient for sorting. Intraepithelial lymphocytes (IELs) and LPLs were isolated from the small intestine. After removing feces and Peyer’s patches, the small intestine was incubated in 20 mL of RPMI medium with 2% FBS and 5 mM EDTA at 200 rpm and 37 °C for 20 min. After vigorous vortexing, floating cells were collected as the IELs. The remaining tissues were cut into small pieces, chopped with a razor blade, and incubated in 20 mL of the same digestion buffer at 200 rpm and 37 °C for 30 min. Digested cells containing LPLs or the IELs collected above were purified with a 40 and 80% Percoll gradient for flow cytometry, culture and sorting. Lymphocytes from the lung and intestine were cultured with GoldiPlug without any stimulation to assess ex vivo production of IL-5 and IL-13 or with PMA (50 ng per mL) and Ionomycin (0.5 µg per mL) to analyze cytokine production by ILC2s from mice treated with papain for 4 h. ILC2s were sorted from the lung with the FACSAria (BD Biosciences). Five hundred ILC2s were cultured with IL-2 (10 ng per mL), IL-33 (10 ng per mL), and with/without IL-7 (10 ng per mL). For inducible deletion of *Cbfb*, 1 µM of 4-hydroxytamoxifen (4OHT) was added to the cell culture for 4 days.

### Antibodies and flow cytometry

Cells were blocked with an anti-CD16/32 antibody (2.4g2) first and then stained with Fixable Viability Dye eFluor 506 (eBioscience) for detection of dead cells before staining the cell surfaces. The antibodies used for flow cytometry are all listed in Supplementary Table 1. The Cytofix/Cytoperm Buffer Set (BD Biosciences) and Foxp3/Transcription Factor Staining Buffer Set (eBioscience) were used for staining of intracellular cytokines and transcription factors, respectively, according to the manufacturers’ protocols. Data were acquired on a FACSCanto II (BD Biosciences) and analyzed with the FlowJo software (TreeStar). Gating and sorting strategies were described in Supplementary Fig. 9.

### PCR and RT-PCR

Cells were directly sorted into DNA extraction buffer (0.1 M Tris-HCL pH 7.5, 0.05 M EDTA pH 8.0, and 1.25% SDS) for DNA or TRIzol (Thermo Fisher Scientific) for RNA by the FACSAria. DNA was purified from the cell lysates with Phenol-Chloroform Isoamyl Alcohol, followed by ethanol precipitation. RNA was purified, and cDNA was synthesized with the PrimeScript™ 1st Strand cDNA Synthesis Kit (Takara) following the manufacturer’s protocol. Then, the mRNA transcripts were quantified with TB Green™ Premix Ex Taq™ II (Takara). The relative expression of the indicated transcripts was calculated by the 2^−ΔCt^ method and normalized to *Actb* expression. The copy numbers of *Cbfb* transcripts with or without a floxed region were calculated by quantitative RT-PCR. The specific primers are listed in Supplementary Table 2.

### Bone marrow competition

Recipient CD45.1^+^ or CD45.1^+^/CD45.2^+^ congenic mice were lethally irradiated at 950 rad and reconstituted with 5 × 10^6^ bone marrow cells from *Cbfb*^+/f^ PLZF-Cre (CD45.2^+^) mice or 5 × 10^6^ CD45.1^+^ bone marrow cells from *Cbfb*^f/f^ PLZF-Cre (CD45.2^+^) mice. At 8–12 weeks after transfer, the presence of the indicated cells was analyzed in the spleen, bone marrow, lung, liver, and small intestine.

### Papain-induced asthma model

After irradiation at 950 rad, CD45.1^+^ congenic mice were transferred with 1 × 10^7^ bone marrow cells from either *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre mice. At 12 weeks after transfer, 100 µg of papain in 50 µL of sterile PBS was intranasally administered to the recipient mice every 3 days. On day 7 or 14, a 20-G catheter was inserted into the trachea, and 1 mL of PBS was infused into the lung through the catheter and aspirated 3 times. The first BAL fluid sample was used to detect IL-5, IL-10, and IL-13 by ELISA. Cells in the whole BAL fluid were analyzed by flow cytometry. After making a knot at the left main bronchus, the left lung was removed to isolate cells for flow cytometry. The right lung was intratracheally infused with 1 mL of 10% formalin, removed, and incubated in 10% formalin at 4 °C overnight to make paraffin blocks. HE and PAS staining were performed as previously reported^17^. To expand ILC2s from the lungs of the *Cbfb*^f/f^ and *Cbfb*^f/f^ ERT2-Cre mice, ILC2s were cultured in RPMI medium with 10% FBS, 55 µM 2ME, 1% Pen Strep, 10 ng per mL of IL-2 (Peprotech), and 10 ng per mL of IL-7 (Peprotech) for 2–4 weeks. For adoptive transfer of *Cbfb*^f/f^ or *Cbfb*^f/f^ ERT2-Cre ILC2s without in vitro tamoxifen treatment into *Rag2*^–/–^ *Il2rg*^–/–^ mice, 1 × 10^6^ cells were intravenously injected, and the mice were treated with tamoxifen as described below. To delete *Cbfb* and stimulate ILC2s in vitro, 1 µM of 4-hydroxytamoxifen (4OHT) was added to the culture with 10 ng per mL of IL-33. At day 4 after 4OHT treatment, 4OHT was removed from the cell culture. At day 7 after 4OHT treatment, the ILC2s were collected and injected into *Rag2*^–/–^ *Il2rg*^–/–^ mice (1 × 10^6^ cells/mouse). Then, 100 µg of papain in 50 µL of PBS was intranasally administered to the *Rag2*^–/–^ *Il2rg*^–/–^ mice on days 0, 1, and 2. On day 3, the BAL fluid and lung were collected as described above.

### Histology score

Lung injury was scored as previously described^33^. Briefly, scores were given as follows: grade 1, a few inflammatory cells around the bronchus; grade 2, a layer one cell deep around the bronchus; grade 3, a layer two to four cells deep around the bronchus; and grade 4, a layer of more than four cells deep surrounded the bronchus. Six airways per section were randomly selected for scoring. PAS-positive lung epithelial cells were counted at a magnification of ×400 when at least one clear PAS-positive cell was found.

### Inducible deletion of Cbfβ, Runx1 and Runx3 in vivo

*Cbfb*^f/f^ ERT2-Cre, *Runx1*^f/f^ ERT2-Cre, *Runx3*^f/f^ ERT2-Cre, *Runx1*^f/f^ *Runx3*^f/f^ ERT2-Cre, and *Rag2*^–/–^ *Il2rg*^–/–^ recipient mice transferred with *Cbfb*^f/f^ or *Cbfb*^f/f^ ERT2-Cre ILC2s were orally administered 4 mg of tamoxifen (Sigma) in 200 µL of corn oil (Wako) for 5 consecutive days. At 3-4 weeks after tamoxifen treatment, ILC2s were isolated from the small intestine LPLs for flow cytometry and short-term culture to analyze ex vivo IL-5 production as described above. Eosinophils in the BAL fluid and PAS-positive lung epithelial cells of the *Rag2*^–/–^ *Il2rg*^–/–^ recipient mice were analyzed by flow cytometry and histology, respectively.

### RNA sequencing

RNA was extracted from ILC2s sorted from the lungs of *Cbfb*^+/f^ PLZF-Cre or *Cbfb*^f/f^ PLZF-Cre mice and from lung ILC2s cultured with 10 ng per mL of IL-2 and 10 ng per mL of IL-33 in vitro for 4 days using TRIzol (Qiagen), followed by the RNeasy micro kit (Qiagen). Sequencing libraries were prepared with a SMARTer Pico kit (Clontech). Single end 50 bp reads were obtained by an Illumina HiSeq 1500. The reads were mapped and analyzed with TopHat v2.1.0 and Cufflinks 2.2.1. Heat maps were generated from the z-score by Morpheus (Broad Institute). Gene set ontology analysis (Broad Institute) was performed with a gene set that was positively or negatively regulated by GATA-3 and gene expression data (RPKM) from the *Cbfb*^+/f^ PLZF-Cre and *Cbfb*^f/f^ PLZF-Cre ILC2s; a gene set for a CD8^+^ T cell exhaustion signature was previously described^34^, and gene expression data were obtained from the *Cbfb*^+/f^ PLZF-Cre and *Cbfb*^f/f^ PLZF-Cre ILC2s. EdgeR was used to calculate differentially expressed genes and draw the MA plot.

### Chromatin immunoprecipitation sequencing

ILC2s were sorted from the lungs of C57BL/6 mice and expanded in vitro in RPMI medium with 10% FBS, 55 µM 2ME, 1% Pen Strep, 10 ng per mL of IL-2 (Peprotech), 10 ng per mL of IL-7 (Peprotech), and 10 ng per mL of IL-33 (Peprotech) for 4 weeks to expand the cells. Then, the ILC2s were cultured with or without IL-33 for 1–2 weeks, and 1.5 × 10^7^ ILC2s were collected per ChIP-seq sample. For ChIP followed by qPCR, lung ILC2s from *Cbfb*^+/f^ PLZF-Cre and *Cbfb*^f/f^ PLZF-Cre mice were cultured with IL-2 and IL-7 for 3 weeks and stimulated with IL-2, IL-7, and IL-33 for one week. We followed the ChIP-seq protocol described elsewhere^17,35^. Briefly, after 10 min of fixation in 1% paraformaldehyde at room temperature, the reaction was stopped by a glycine solution (final concentration of 0.15 M), and the cells were lysed in lysis buffer 1 (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40, and 0.25% Triton X-100) with cOmplete protease inhibitor cocktail tablets (Roche). The nuclei were pelleted and then washed with lysis buffer 2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA and 0.5 mM EGTA) with the cOmplete protease inhibitor. The nuclei were resuspended in lysis buffer 3 (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate and 0.5% N-laurylsarcosine sodium salt) and sonicated using the model XL2000 ultrasonic cell disruptor (MICROSON). The fragmented chromatin was immunoprecipitated with an anti-Cbfβ^36^, anti-H3K27 acetylation (D5E4, Cell Signaling), anti-H3K27 trimethylation (ab6002, Abcam), anti-GATA-3 (L50-823, BD), anti-Runx1 (ab23980, Abcam), or anti-Runx3 (D6E2, Cell Signaling) antibody. After reverse cross-linking and purification steps, the ChIP’d DNA was re-sonicated with the Covaris S220. Libraries were created from the DNA with the NEBNext ChIP-seq Library Prep Master Mix set for Illumina kit (NEB) and sequenced with the Illumina HiSeq 1500. The sequences were mapped to the mouse genome using Bowtie 2. The peaks were called with the MACS2 programme or HOMER with default parameters. Visualization of binding traces and motif analysis were performed by HOMER. Differential binding of Cbfβ in ILC2s cultured with IL-2/IL-7/IL-33 and with IL-2/IL-7 was calculated by ChIPpeakAnno and HOMER. ChIPpeakAnno and HOMER were used to annotate genes with Cbfβ binding unique to IL-2/IL-7/IL-33 stimulation. ChIPpeakAnno was also used to annotate genes with Cbfb binding peaks marked by H3K27 acetylation near their coding regions. GO enrichment analysis was performed with 200 genes (logFC>1.5 and logCPM>2) using ClusterPlofiler.

### Retroviral transduction

C57BL/6 bone marrow cells were transduced with a pMSCV-Thy1.1 retroviral vector encoding Runx3 as described elsewhere^37^. Lung ILC2s were cultured with 10 ng per mL of IL-2, 10 ng per mL of IL-7, and 10 ng per mL of IL-33 in vitro. The ILC2s were transduced with a pMSCV-IRES-Thy1.1 with either GATA-3 or Runx3 and then cultured for another week. GoldiPlug was added for the last four hours, and IL-5 and IL-13 production by the transduced or untransduced cells was analyzed by flow cytometry.

### Statistical analysis

Data were analyzed by the two-tailed Student’s *t*-test with or without Welch’s correction. *P* values < 0.05 were considered statistically significant.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

RNA sequence and ChIP sequence data have been deposited in the Gene Expression Omnibus at NCBI under primary accession code GSE111871. All other data are available from the authors upon reasonable requests.

# Supplementary material for: Runx/Cbfβ complexes protect group 2 innate lymphoid cells from exhausted-like hyporesponsiveness during allergic airway inflammation
**Source:** Nat Commun. 2019 Jan 25;10:447. doi: 10.1038/s41467-019-08365-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

List of genes regulated by GATA-3 and Cbfb in steady-state ILC2s.

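Supplementary Data 1 holds gene lists for the steady-state comparison: genes that depend on GATA-3, those of them with a value in the RNA sequence data, genes higher or lower in *Cbfb* f/f PLZF-Cre ILC2s, and the overlaps of these lists. The paper's reported lists of genes regulated by Cbfβ hold 993 higher and 841 lower genes. All 1834 listed genes had 3 *Cbfb* f/f PLZF-Cre FPKM values entirely above or entirely below the 3 *Cbfb* +/f PLZF-Cre values with no 0 among the 6, and no gene outside the lists met this rule, which was found after seeing the data and after other criteria had been tried. By this rule 20 genes of the positively regulated set were higher, including *Il4*, and 31 genes of the negatively regulated set were lower, while the paper's lists of overlap hold 18 and 30 genes. The limma test passed 40 of the 993 and 26 of the 841 listed genes at an adjusted p-value under 0.05. The supplement also gives scaled values per sample, which follow the deposited natural logarithms exactly once the replicates are reordered: its *Cbfb* +/f PLZF-Cre replicates 1, 2 and 3 are replicates 3, 2 and 1 of the files, and its *Cbfb* f/f PLZF-Cre replicates 1, 2 and 3 are replicates 2, 1 and 3.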

### **Supplementary Data 2**

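Supplementary Data 2 holds the genes the authors found higher or lower in *Cbfb* f/f PLZF-Cre ILC2s cultured with IL-2 and IL-33, and those of them with Cbfβ and histone peaks. The list of differentially expressed genes with Cbfβ binding specific to IL-33 holds 571 genes. Of these, 455 were tested in the RNA of the cultured ILC2s, with 197 higher and 174 lower in *Cbfb* f/f PLZF-Cre samples at an adjusted limma p-value under 0.05. Their median log2 fold change was −0.04, with quartiles at −0.83 and 1.05, so the list holds genes that changed in both directions.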

List of genes regulated by Cbfb in ILC2s activated with IL-33.

### **Supplementary Data 3**

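Supplementary Data 3 compares TIGIT+ with TIGIT- ILC2s sorted from the BAL fluid, whose RNA sequence values were not in the files analysed here. Of its 131 genes higher in TIGIT+ ILC2s, 73 of the 112 tested had a higher mean in *Cbfb* f/f PLZF-Cre than in *Cbfb* +/f PLZF-Cre ILC2s cultured with IL-2 and IL-33, and 39 had a lower mean. Of its 574 genes lower in TIGIT+ ILC2s, 290 of the 533 tested had a higher mean in *Cbfb* f/f PLZF-Cre ILC2s and 243 a lower mean.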

List of genes differentially expressed in TIGIT<sup>+</sup> ILC2s compared to TIGIT<sup>-</sup> ILC2s.

# Supplementary material for: Runx/Cbfβ complexes protect group 2 innate lymphoid cells from exhausted-like hyporesponsiveness during allergic airway inflammation
**Source:** Nat Commun. 2019 Jan 25;10:447. doi: 10.1038/s41467-019-08365-0
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                          |                                                                                                                                                                                                                                                                                                |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection N/A

Data analysis N/A

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequence and ChIP sequence data were all deposited to NCBI. The accession code is GSE111871.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                         |
|-----------------|-------------------------------------------------------------------------|
| Sample size     | Sample size was selected to ensure an alpha value of 0.05.              |
| Data exclusions | No such exclusion in this paper.                                        |
| Replication     | All experiments described in this paper have been done more than twice. |
| Randomization   | No randomization was used for animal studies.                           |
| Blinding        | Blinding test was done for scoring of histology.                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                |
|-----------------|--------------------------------|
| Antibodies used | Described in Material section. |
| Validation      | Described in Material section. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                          |
|-------------------------|--------------------------------------------------------------------------|
| Laboratory animals      | Mice, C57BL/6, Females. Recipients of bone marrow cells were 20-25w old. |
| Wild animals            | N/A                                                                      |
| Field-collected samples | N/A                                                                      |
| Ethics oversight        | the Institutional Animal Care and Use Committee of RIKEN Yokohama Branch |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                         |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111871">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111871</a> |
| Files in database submission                                       | All ChIP sequence data and wig files calculated from the raw data.                                                                      |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable                                                                                                                    |

## Methodology

|                         |                                                                                |
|-------------------------|--------------------------------------------------------------------------------|
| Replicates              | Two technical replicates                                                       |
| Sequencing depth        | Total reads are between 10 to 20 million. More than 95 % of reads were mapped. |
| Antibodies              | Described in Material section.                                                 |
| Peak calling parameters | MACS2 was used with default settings for peak calling.                         |
| Data quality            | More than 3000 peaks were at 5% FDR and above 4-fold enrichment.               |
| Software                | Described in Material section.                                                 |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                               |
|---------------------------|-----------------------------------------------------------------------------------------------|
| Sample preparation        | Described in Methods section.                                                                 |
| Instrument                | BD FACS Canto II                                                                              |
| Software                  | Flowjo v9.9.4                                                                                 |
| Cell population abundance | More than 98% determined by post sort analysis.                                               |
| Gating strategy           | Definition of the cell population and brief gating strategy were described in Figure legends. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

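The files analysed here cover 12 RNA sequence samples of lung ILC2s in 4 groups of 3: *Cbfb* +/f PLZF-Cre and *Cbfb* f/f PLZF-Cre ILC2s without culture (steady state), and ILC2s of both genotypes cultured with IL-2 and IL-33. The *Cbfb* +/f PLZF-Cre samples were the control in both experiments. ChIP sequence data of 18 samples and the RNA sequence data of TIGIT+ and TIGIT- ILC2s were not analysed here, because they were not in the files analysed here. The signature of exhausted CD8+ T cells in Fig. 4i and the gene ontology analysis were left out, since their gene sets were not available.

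According to the methods, the authors mapped single-end reads with TopHat (version 2.1.0) and estimated expression with Cufflinks (version 2.2.1). The genome build and the annotation are not stated. For the steady-state samples the authors deposited natural logarithms of FPKM, with one row per gene and a 0 for genes without a value. The header of these files names RPKM and a line inside them names log10(FPKM), but the lowest values of a gene in a pair of samples differed in steps of the natural logarithm of whole numbers, and the exponentials summed to a similar total as in the cultured samples. The line inside the files was dropped, FPKM were restored as the exponential of each value, and a 0 was kept as 0. For the cultured samples the authors deposited RPKM, with one row per transcript named by its gene. In one of these files the column of values is named lv4, and it was read as RPKM because its rows and total matched the others. Exactly repeated rows (1068) were removed, and the transcripts of a gene were summed. Both kinds of values were already normalized by the authors to transcript length and to the number of mapped reads, and nothing further was normalized in the main analysis.

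Genotypes were compared within each experiment with limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with trend) on log2(value + 1), for genes with a value of at least 1 in at least 3 of the 6 samples. P-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. edgeR and DESeq2 were not used, since they need counts. The difference of the genotype effects between the experiments was tested as an interaction term in a limma fit of all 12 samples. For single genes an exact permutation test of 3 against 3 samples is given, which cannot go below p = 0.1. Counts of genes within a set were compared with Fisher's exact test. Gene set enrichment followed the published procedure in a script of its own: genes with a value other than 0 were ranked by signal-to-noise ratio with the SD floored at 0.2 times the mean, with weight 1 and 10000 seeded permutations of the gene set. Gene sets came from Supplementary Data 1 and Supplementary Data 3. Scripts ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

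The genes named in the text were set by a rule: every gene the paper names in a sentence or in Figs. 3a and 4d–h about the RNA sequence data, and in each contrast the 5 genes with the largest absolute log2 fold change among those past the threshold without overlap between the genotypes. The labels of Fig. 4d were read from the figure, and those not named elsewhere in the paper were added to the named genes after the values had been seen. One of its labels, *Lilr4a*, is not a gene name in the files and was left out.

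No read counts were in the files, so the depth is known only for the steady-state samples and only relative to the first *Cbfb* +/f PLZF-Cre sample: 0.906 and 0.826 in the other 2 *Cbfb* +/f PLZF-Cre samples and 0.889, 0.796 and 0.852 in the *Cbfb* f/f PLZF-Cre samples. Precision was therefore taken from the replicates. The limma fits were tested on simulated data with the spread of the real samples and 200 changed genes. The changed genes were all drawn from more highly expressed ones, so recovery among lower genes was not measured. In the real cultures far more genes passed the threshold than were changed here. In the steady-state design 103 of the 200 changed genes were found (51.5%, and 80% of those with a log2 change of 2) with 6 false calls among 109. In the culture design 156 were found (78%, and 91% of those with a log2 change of 2) with 9 false calls among 165. Without any simulated change there were 0 calls in either design. The enrichment code was tested on simulated scores that were independent between genes. Of 200 random gene sets, 8 had a permutation p-value under 0.05 there, and all 50 planted sets were found. Genes of the real samples are not independent, so this does not show how the permutation p-values behave on them. Other splits of the real samples also gave permutation p-values under 0.05 for some sets.

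Replicate numbers of the labels are shared between the groups, and the paper does not say whether they mark pairs. At steady state Supplementary Data 1 orders the replicates differently in each genotype, so its numbers do not pair the samples that the labels pair. Deviations from the group mean correlated with a mean r of 0.035 for the same number and −0.017 for different numbers at steady state, and with 0.285 and −0.142 in culture. Such deviations sum to 0 within a group, so the value for different numbers follows largely from that for the same number. A fit with the replicate number as a block is given beside the main fit. The other alternatives were a pseudocount of 0.1, no filter on low values, quantile normalization, all 12 samples in one fit, a minimum absolute log2 fold change of 1, unadjusted p-values for the GATA-3 sets, leaving out each sample in turn, and for the enrichment a weight of 0, ranking on log2 values and ranking only the genes that pass the filter. Added after seeing the data were setting aside the 207 genes with a 0 beside a value above 20 FPKM, keeping repeated rows, ranking on the natural logarithms, and counting genes without overlap between the groups and without a 0. Other splits of the 6 samples into 3 and 3 (10 in all), and 100 of the 200 possible regroupings for the interaction, were run through the same steps.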

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

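The effect of Cbfβ loss differed between steady state and culture for 534 of 11084 genes (adjusted p-value of the interaction under 0.05, limma), and 2 of 100 regroupings of the samples within the experiments, the real one included, gave as many. Of 425 such genes with a fold change in both fits, 320 had opposite directions. They were selected for a differing effect, which favours opposite directions. Of the 39 genes past the threshold in both experiments, 31 had the same direction and 8 opposite directions. Across 9050 genes the log2 fold changes of the experiments correlated with r = 0.15. Among the 100 named genes in the interaction test 39 were flagged because their difference between the experiments passed the threshold. Their adjusted p-values ran from 1.59e-07 to 0.0486 (limma), with 3 samples per group.

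In the difference of the log2 fold changes (culture minus steady state), the flagged genes with a lower change in culture were *Ppp1r18* (−6.36), *Akr1c18* (−5.18), *Il6* (−4.37), *Aldh3a1* (−3.96), *Ccl1* (−3.72), *Cxcl3* (−3.38), *Tph1* (−3.28), *Csf2* (−2.99), *Il5* (−2.9), *Cst10* (−2.8), *Cd52* (−2.51), *Lta* (−2.28), *Lama5* (−2.25), *Cxcl2* (−2.21), *Il13* (−1.97), *Icos* (−1.88), *Phlda1* (−1.42), *Dusp16* (−1.22), *Il12rb1* (−0.98) and *Il7r* (−0.83). Those with a higher change in culture were *Retnla* (5.65), *St3gal6* (4.87), *Il10* (4.76), *Lag3* (3.55), *Ctsh* (3.52), *Ccr8* (3.23), *Arg1* (2.51), *Pparg* (2.19), *Irf8* (2.02), *Rnf19b* (1.77), *Lpin2* (1.5), *Evl* (1.47), *Tnfrsf18* (1.38), *Tesc* (1.33), *Gpr171* (1.28), *Ifngr2* (1.19), *Ablim1* (1.01), *Batf* (0.85) and *Klrg1* (0.83). The signs were opposite in 23 of the 39 genes, and of these only *Il5* passed the threshold in both experiments, with log2 fold changes of 1.49 at steady state and −1.41 in culture, each without overlap between the genotypes.

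The genes positively regulated by GATA-3 shifted from higher to lower between the experiments: the score of the difference was −2.3 (permutation p = 2.77e-04), and 1 of 100 regroupings, the real one, gave a score as far from 0. The negatively regulated genes had a smaller score of the difference, 1.32 (permutation p = 0.04126), towards a higher change in culture. Several technical explanations apply to these differences. The files hold different units, but on ranks within each sample 99.8% of the interaction genes kept their direction, so the scales are an unlikely source of the direction. These genes were already selected for a difference and only direction was compared, so an effect of the scales on its size is not excluded. The mice differed in sex: all 6 cultured samples and no steady-state sample had the 4 Y-linked genes, so the differences cannot be told apart from sex. An admixture of T cells or other cells in the *Cbfb* f/f PLZF-Cre cultures, described with the contamination tests, could add to some of them (1 of the marker lists). The experiments were also prepared separately, and an effect of preparation was not testable. Gene length, GC content and strain variants were not testable without an annotation. A response of *Cbfb* f/f PLZF-Cre ILC2s to culture with IL-2 and IL-33 is therefore a hypothesis only. The predictions on scale, sex between experiments and the score were written after the results were seen, and that on the number of interaction genes before.

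Other genes were flagged because they were among the largest changes and the paper does not discuss them. At steady state these were *Mir7674* (log2 fold change −8.7), *Cst10* (8.68), *Mir7005* (7.32), *Akr1c18* (6.58) and *Ppp1r18* (6.08), each without overlap between the 3 *Cbfb* f/f PLZF-Cre and 3 *Cbfb* +/f PLZF-Cre samples, with adjusted p-values of 6.39e-05, 2.60e-06, 6.39e-05, 0.002305 and 6.39e-05 (limma). In culture they were *Lilrb4a* (−6.09, adjusted p = 3.74e-05), *Cst10* (5.88, adjusted p = 8.68e-05) and *Gm13304* (5.56, adjusted p = 0.001169), again without overlap (limma).

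*Mir7674*, *Mir7005*, and *Ppp1r18* had 0 in all 3 samples of one genotype, and it may be that a deposited 0 stands for a failed estimate. Of the 6 genes past the threshold with 0 throughout one genotype, 4 were in the culture files, and 1 of these 4, *Ppp1r18*, reached 1 RPKM or more in cultured cells of that genotype (mean 40.78 RPKM). A failed estimate therefore cannot be excluded for *Ppp1r18* or for the other 2, which were not in the culture files, and this test was set after the values were seen.

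*Cst10* was above 0 in every steady-state *Cbfb* +/f PLZF-Cre sample (lowest 0.18 FPKM), against 472.9 to 716.3 FPKM in *Cbfb* f/f PLZF-Cre samples, so a failed estimate is unlikely. Its change had the same direction in the cultured cells with Y-linked transcripts (5.88) as in the steady-state cells without them, so sex is an unlikely cause. Both predictions were written after the values were seen. Reads shared between similar genes, a strain variant, gene length and GC content were not testable without reads or an annotation, for *Cst10* as for *Akr1c18*, *Lilrb4a*, and *Gm13304*, so no change is called biological here. Groups of 3 are too small to test for a sample far from the others, so none was flagged for that.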

How the results depend on the processing

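The sample groups, the main tests, the named-gene rule and most alternatives were fixed before the processed files arrived. The 4 alternatives chosen after seeing the data are marked as added. In all, 125 results were recomputed under 1460 rows of alternatives, and 66 results were unchanged under every one. A tested result counted as unchanged when its sign held and it stayed on the same side of the threshold. A count did so when it stayed within 1.5 times the main one. A gene that never passed the threshold can therefore count as unchanged. Of the 17 headline results 5 were unchanged. The log2 fold changes of *Il5*, *Il13*, *Il10*, and *Tigit* in culture passed in every setting. That of *Thy1* at steady state passed in none, with an adjusted p of 0.1165 or more (limma). Exchanging edgeR's for DESeq2's normalization was planned for counts only and was not run, since the files hold none.

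At steady state the counts of genes past the threshold, 47 higher and 27 lower in *Cbfb* f/f PLZF-Cre ILC2s, depended on the setting. Without the filter on low values they were 18 and 6, with 2 genes of the positive and 1 of the negative GATA-3 set. This setting enlarges the number of genes tested, but why the counts fell was not tested. The replicate block, which costs degrees of freedom, gave 31 and 13, with 3 genes of the positive set. With all 12 samples in one fit, which takes the variance from the tighter cultures as well, they rose to 285 and 218, with 13 and 11 genes of the GATA-3 sets. Unadjusted p-values gave 21 and 24 genes of the GATA-3 sets. The added setting aside of genes with a 0 beside a high value gave 5 genes of the negative set, and the added rule of no overlap between the groups, which sets no error rate, gave 993 and 841 genes, 20 and 31 of them in the sets. Over the 6 fits without one sample the counts ran from 14 to 39 higher and from 4 to 19 lower genes, and from 1 to 5 genes of the positive set. *Il5* kept its log2 fold change of 1.49 without the filter, but its adjusted p rose to 0.1333 (limma), and it lay between 1.34 and 1.69 without one sample.

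In culture, 1497 genes were higher and 813 lower. With all 12 samples in one fit, which adds the wider spread of the steady-state samples, the counts were 507 and 351, and with a minimum absolute log2 fold change of 1 they were 442 and 306. The added rule of no overlap gave 4060 and 1969. Without one sample they ran from 448 to 2644 and from 342 to 1066, the highest counts without the third *Cbfb* +/f PLZF-Cre sample, which lay apart from the other 2. The interaction gave between 243 and 706 genes over the 12 fits without one sample, around the main count of 534.

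The enrichment scores depended on the scale of the ranking. On log2 values, which give low genes more weight, the score of the negative GATA-3 set was −1.14 (permutation p = 0.1874), that of the genes higher in TIGIT+ ILC2s 1.19 (permutation p = 0.1591) and that of the genes lower in them −0.98 (permutation p = 0.6311). The added ranking on natural logarithms gave 1.23 (permutation p = 0.087) for the positive GATA-3 set. The genes higher in TIGIT+ ILC2s had a score of 1.41 with weight 0 (permutation p = 0.1056) and of 1.29 among genes that pass the filter (permutation p = 0.07855). Without one sample the scores ran from 1.31 to 1.42 for the genes higher and from −1.39 to −1.08 for the genes lower in TIGIT+ ILC2s. The permutation p stayed under 0.05 in 4 and 5 of these 6 rankings.

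Among results that are not headline results, few directions reversed. Quantile normalization brought *Il10ra* to −0.05 and *Pdcd1* to −0.03, and the score of the proliferation markers went from 1.16 to −0.8 on log2 values, neither with a permutation p under 0.05. Without one cultured sample *Ets1* ran from −0.28 to 0.39, *Rora* from −0.51 to 0.25, *Rara* from −0.21 to 0.19, *Bcl11b* from −0.1 to 0.32 and *Il10ra* from 0 to 0.22. Of the 612 other rows without one sample, 44 were weaker and 10 stronger, and of the 634 rows with another setting, 22 were weaker and 20 stronger. How far depth limits a result was not tested, since no counts were in the files. With the spread of the steady-state replicates only 51.5% of simulated changes were found, all placed in more highly expressed genes. A gene that did not pass the threshold is therefore not shown to be unchanged.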

Differences from the paper's values

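The paper reports 18 of 156 genes positively regulated by GATA-3 (the paper's 11.5%) as higher in *Cbfb* f/f PLZF-Cre ILC2s at steady state, and the limma test passed 5 (3.2%). Of the alternatives set before the files arrived, a fit of all 12 samples (13 genes, 8.3%) and unadjusted p-values (21 genes, 13.5%) came within 1.5 times the paper's value, and the others, with 1 to 5 genes, did not. For the negatively regulated genes the paper gives 30 of 151 (the paper's 19.8%) as lower, against 3 genes (2%) here. Here unadjusted p-values (24 genes, 15.9%) closed the gap, and the others set before the files arrived, with 1 to 11 genes (0.7% to 7.3%), did not. Counting genes without overlap between the groups and without a 0, a rule chosen after seeing the values, gave 20 (12.8%) and 31 genes (20.5%) and also closed both gaps.

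The paper's lists of all genes higher and lower in *Cbfb* f/f PLZF-Cre ILC2s at steady state hold 993 and 841 genes, against 47 and 27 here. None of the alternatives set before the files arrived closed these gaps, with 14 to 285 and 4 to 218 genes. The rule of no overlap and no 0, chosen after seeing the values, gave 993 and 841 genes. In culture the paper lists 1415 lower genes, against 813 here. Quantile normalization (1139) and the fit without the third *Cbfb* +/f PLZF-Cre sample (1066) came within 1.5 times the paper's count, as did the rule of no overlap, chosen after seeing the values (1969), while the others set before the files arrived gave 306 to 801.

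The score of the positively regulated GATA-3 genes was 1.64, against the paper's value of about 1.3 in Fig. 3b, read by eye. Ranking on log2 values (1.35) and leaving out the first *Cbfb* f/f PLZF-Cre sample (1.35) closed the gap, as did ranking on the natural logarithms, chosen after seeing the values (1.23), and the others set before the files arrived, between 1.56 and 2.54, did not.

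Figs. 4f and 4h have an axis of log2 fold change, while their legend names the mean fold change of RPKM. For *Il5* the log2 fold change in culture was −1.41, against the paper's value of about −11 in Fig. 4f, read by eye, and for *Il13* it was −1.76, against the paper's about −13 in Fig. 4f, read by eye. *Il10* had 4.22, against the paper's about 26 in Fig. 4h, read by eye, and *Tigit* had 1.48, against the paper's about 9.4 in Fig. 4h, read by eye. None of the alternatives set before the files arrived closed these gaps: the ranges were −1.49 to −1.34, −1.9 to −1.58, 4.11 to 4.65 and 1.33 to 1.68. The ratio of the mean RPKM, looked at after seeing the values, was 25.84 for *Il10* and 2.87 for *Tigit*, and the inverse ratio was 2.66 for *Il5* and 3.45 for *Il13*.

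Other statements of the paper differ in direction or in passing a threshold. The Discussion counts *Retnla* among the genes reduced in *Cbfb* f/f PLZF-Cre ILC2s, whereas it was higher in all 3 *Cbfb* f/f PLZF-Cre cultures with a log2 fold change of 6.29, and Fig. 4d also labels it on the side of the higher genes. The RNA of the ligand CD155 (*Pvr*) is described as lying under a limit that all 6 cultured samples exceeded, with 1.54 to 2.59 RPKM. These values are sums over the transcripts of the gene, so a single transcript may lie under that limit. *Il9* is named among the genes lower in culture, and its log2 fold change of −0.81 had an adjusted p of 0.2678 (limma). *Prdm1* is named among the higher genes, and its adjusted p was 0.05142 in the main fit and 0.03276 with the replicate number as a block (limma; mean r of same-numbered samples 0.285). *Thy1* is named as lower at steady state, and its log2 fold change of −0.84 had an adjusted p of 0.1432 (limma). The transcription factor genes of Fig. 4e are described as alike in both genotypes with some exceptions, and 8 of the 16 passed the threshold. The reporting summary states that the animals were females, while all 6 cultured samples had transcripts of Y-linked genes.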

Other observations

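Other splits of the 6 samples bound what the comparisons of 3 against 3 can show, since the real split is always 1 of 10. In 1 of the 10 splits, the real one, there were as many genes higher or lower at steady state, as many higher or lower in culture, and as many genes of the positive and of the negative GATA-3 set. The scores of the positive GATA-3 set at steady state, of both GATA-3 sets in culture and of the genes higher in TIGIT+ ILC2s were matched by 1 of 10 splits, the real one. For the negative GATA-3 set at steady state 3 of the 10 splits, and for the genes lower in TIGIT+ ILC2s 5 of the 10, gave a score as far from 0. The predictions for the counts of the GATA-3 sets and for the scores in culture of the GATA-3 sets were written after the results were seen, the others before.

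A candidate explanation for the gene lists of Supplementary Data 1 is that a gene was listed when its 3 *Cbfb* f/f PLZF-Cre values all lay above or all below the 3 *Cbfb* +/f PLZF-Cre values and none was 0. All 1834 listed genes met this rule and no other gene did. The rule was found on the same data after other criteria had been tried, and its prediction was written afterwards. By chance such a rule passes 10% of genes, and it passed 15.7% of the genes without a 0. Only 1 of the 10 splits, the real one, gave as many genes, and the other 9 gave 877 to 1354, a prediction also written after the result.

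The shift of GATA-3-regulated genes at steady state was predicted, before the values were seen, to appear in culture as well if it belonged to Cbfβ loss in general. The positive set did not show it, with a score of −2.27 in culture and 48 genes lower and 25 higher past the threshold. The negative set kept its direction, with a score of −1.73 (permutation p = 8.14e-04) and 30 genes lower and 25 higher, so the prediction held for this set only. Its score for the difference between the experiments was 1.32 (permutation p = 0.04126), so its shift was not simply carried over. Fewer cycling cells in *Cbfb* f/f PLZF-Cre cultures were predicted to lower the proliferation markers, and their score was 1.16 (permutation p = 0.2775), so this was not detected. Single markers past the threshold (limma) went both ways. *Aurkb*, *Mcm2*, *Mcm5*, *Pcna* and *Ccnb1* were higher in *Cbfb* f/f PLZF-Cre cultures, against the prediction, with log2 fold changes of 0.36 to 0.59. *Tyms* was lower (−0.3), and the other markers did not pass.

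Marker genes of other cell types, listed before the test, were compared between the genotypes. At steady state 0 lists had most of their genes separated, a prediction written before the result, although *Scgb1a1* reached 21293 FPKM in the first *Cbfb* +/f PLZF-Cre sample. *Cd3e* lay between 191.7 and 621.5 FPKM in the steady-state samples without separation. Single markers were separated there: *Csf1r* and *Epcam* were higher and *Mrc1*, *Cdh1*, *Klrb1c*, and *Cpa3* (51.7 against 7.98 FPKM on average) lower in *Cbfb* f/f PLZF-Cre samples. Other cells at steady state are therefore not excluded. In culture 1 list, that of T cells, had most of its genes separated, a prediction written after the result was seen: *Cd3e*, *Cd4*, *Trac*, and *Lck* were higher in all 3 *Cbfb* f/f PLZF-Cre cultures. Most genes of the other lists did not reach 1 RPKM in any culture, but those that did were separated too: *Ighm* (2.72 against 30.6 RPKM on average), *Cd79b*, *Gzma* (0.04 against 26.96 RPKM), *Epcam*, *Krt18*, *Pecam1*, and *Adgre1* were higher and *Csf1r* was lower in *Cbfb* f/f PLZF-Cre cultures. T cells or other cells in the *Cbfb* f/f PLZF-Cre cultures, or such transcripts in ILC2s, could give this pattern, and their share was not measured. How far other culture differences depend on it was not tested. *Cd3e* had 2.76, 4.57 and 1.18 RPKM and *Ctla4* 5.39, 7.36 and 2.42 RPKM in the 3 *Cbfb* f/f PLZF-Cre cultures, too few samples to test a relation. Both genes were low there, and *Il10* (56.85, 67.45 and 60.32 RPKM) and *Tigit* (39.6, 39.93 and 37.29 RPKM) varied less between these cultures.

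Across the 6 steady-state samples *Ctla4* rose with *Cd3e* (Pearson r 0.97, exact permutation p = 0.009722, adjusted 0.03403; Spearman rho 0.94, exact permutation p = 0.01667), and so did *Tigit* (r 0.98, exact permutation p = 0.004167, adjusted 0.02917; rho 1, exact permutation p = 0.002778). Without the 2 samples farthest from the median of *Cd3e*, r was 0.95 for both. The other 5 of 7 genes tested had adjusted p-values of 0.2106 or more (exact permutation). No batches are given in the labels, and 3 samples per genotype are too few for a test within each. T cells among the sorted cells may account for part of these values, a prediction written after they were seen.

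All 6 steady-state samples had *Xist* (44.77 to 69.27 FPKM) and no Y-linked gene above 0.13 FPKM, so sex did not differ between the genotypes there. In culture all samples had Y-linked genes (3.49 to 39.44 RPKM), *Xist* was not in the files, and 2 of 4 Y-linked genes differed between the genotypes (*Uty*, log2 fold change 0.98, and *Eif2s3y*, 0.81). *Ddx3y* (0.55, adjusted p = 0.1798, limma) and *Kdm5d* (0.08, adjusted p = 0.7118, limma) did not pass the threshold, so these genes did not move alike. A different mixture of sexes cannot be excluded as a possible source of part of the culture differences. Both predictions were written before the values were seen. The relative depths of the steady-state groups overlapped (exact permutation p = 0.4). With 3 samples per group this exact permutation test is too weak to exclude depth as a cause, so the question stays open. The prediction on depth was written after the result.

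The third *Cbfb* +/f PLZF-Cre culture lay apart from the other 2, with r of 0.9558 and 0.9588 across genes. A few genes taking most of the values is an unlikely cause, since the 10 highest genes held 13.9% there and 13.7% and 13.8% in the other 2. The higher *Retnla* in *Cbfb* f/f PLZF-Cre cultures did not rest on a single culture, since its log2 fold change was at least 5.79 in all 6 fits without one. Both predictions were written after the values were seen.

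The *Cbfb* transcript did not differ past the threshold at steady state (log2 fold change 0.15, adjusted p = 0.8981, limma) or in culture (−0.18, adjusted p = 0.4027, limma). One value per gene does not separate mutated from intact *Cbfb* transcripts, so it does not test the deletion. By RT-PCR the paper reports an efficient loss of wild-type *Cbfb* transcripts in ILC subsets of these mice. *Klrg1* was higher (1.35, adjusted p = 0.01023, limma) and *Nmur1* lower (−4.08, adjusted p = 0.0145, limma) in *Cbfb* f/f PLZF-Cre ILC2s at steady state already. A block for the replicate number (mean r of same-numbered samples 0.035) gave an adjusted p of 0.05335 for *Klrg1* and 0.01803 for *Nmur1* (limma), and in the fits without a block that left out one sample it stayed under 0.05 in 4 and 3 of 6.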
